# Elucidation of Regulatory Modes for Five Two-Component Systems in Escherichia coli Reveals Novel Relationships

**DOI:** 10.1128/mSystems.00980-20

**Published:** 2020-11-10

**Authors:** Kumari Sonal Choudhary, Julia A. Kleinmanns, Katherine Decker, Anand V. Sastry, Ye Gao, Richard Szubin, Yara Seif, Bernhard O. Palsson

**Keywords:** two-component systems, *E*. *coli*, independent component analysis, transcriptomics, ChIP-exo, transcriptional regulatory network, gene targets

## Abstract

Escherichia coli uses two-component systems (TCSs) to respond to environmental signals. TCSs affect gene expression and are parts of E. coli’s global transcriptional regulatory network (TRN). Here, we identified the regulons of five TCSs in E. coli MG1655: BaeSR and CpxAR, which were stimulated by ethanol stress; KdpDE and PhoRB, induced by limiting potassium and phosphate, respectively; and ZraSR, stimulated by zinc. We analyzed RNA-seq data using independent component analysis (ICA). ChIP-exo data were used to validate condition-specific target gene binding sites. Based on these data, we do the following: (i) identify the target genes for each TCS; (ii) show how the target genes are transcribed in response to stimulus; and (iii) reveal novel relationships between TCSs, which indicate noncognate inducers for various response regulators, such as BaeR to iron starvation, CpxR to phosphate limitation, and PhoB and ZraR to cell envelope stress. Our understanding of the TRN in E. coli is thus notably expanded.

**IMPORTANCE** E. coli is a common commensal microbe found in the human gut microenvironment; however, some strains cause diseases like diarrhea, urinary tract infections, and meningitis. E. coli’s two-component systems (TCSs) modulate target gene expression, especially related to virulence, pathogenesis, and antimicrobial peptides, in response to environmental stimuli. Thus, it is of utmost importance to understand the transcriptional regulation of TCSs to infer bacterial environmental adaptation and disease pathogenicity. Utilizing a combinatorial approach integrating RNA sequencing (RNA-seq), independent component analysis, chromatin immunoprecipitation coupled with exonuclease treatment (ChIP-exo), and data mining, we suggest five different modes of TCS transcriptional regulation. Our data further highlight noncognate inducers of TCSs, which emphasizes the cross-regulatory nature of TCSs in E. coli and suggests that TCSs may have a role beyond their cognate functionalities. In summary, these results can lead to an understanding of the metabolic capabilities of bacteria and correctly predict complex phenotype under diverse conditions, especially when further incorporated with genome-scale metabolic models.

## Abstract (precis)

E. coli is a common commensal microbe found in the human gut microenvironment; however, some strains cause diseases like diarrhea, urinary tract infections, and meningitis. E. coli’s two-component systems (TCSs) modulate target gene expression, especially related to virulence, pathogenesis, and antimicrobial peptides, in response to environmental stimuli. Thus, it is of utmost importance to understand the transcriptional regulation of TCSs to infer bacterial environmental adaptation and disease pathogenicity. Utilizing a combinatorial approach integrating RNA sequencing (RNA-seq), independent component analysis, chromatin immunoprecipitation coupled with exonuclease treatment (ChIP-exo), and data mining, we suggest five different modes of TCS transcriptional regulation. Our data further highlight noncognate inducers of TCSs, which emphasizes the cross-regulatory nature of TCSs in E. coli and suggests that TCSs may have a role beyond their cognate functionalities. In summary, these results can lead to an understanding of the metabolic capabilities of bacteria and correctly predict complex phenotype under diverse conditions, especially when further incorporated with genome-scale metabolic models.

## INTRODUCTION

Bacterial survival and resilience across diverse conditions rely upon environmental sensing and a corresponding response. One pervasive biological design toward this goal consists of a histidine kinase unit to sense the environment and a related response regulator unit to receive the signal and translate it into gene expression changes. This signaling process is known as a two-component system (TCS) (1). In the case of Escherichia coli strain K-12 MG1655, there are 30 histidine kinases and 32 response regulators involved in 29 complete two-component systems that mediate responses to various environmental stimuli such as metal sensing, cell envelope stress, acid stress, and pH stress (2). The cell envelope is an important barrier between bacteria and their surrounding environment and is exposed to a variety of stresses and stimuli. In E. coli MG1655, BaeSR and CpxAR are two TCSs that are each instrumental in regulating the response to envelope stress (3). KdpDE and ZraSR are key regulators in maintaining homeostasis for potassium and zinc, respectively, and PhoRB has a role in bacterial pathogenesis and phosphate homeostasis (4). Understanding these elements is important for developing an overarching knowledge of bacterial regulatory networks. A detailed reconstruction of the transcriptional regulatory network (TRN) contribution of these systems in response to a specific stimulus will help us discover different modes of transcriptional regulation. Furthermore, this can unravel cross-regulation and complex relationships among TCS systems.

Multiple tools exist to investigate the regulons and activities of transcription factors and TCSs. In this study, we focused on two data types: chromatin immunoprecipitation coupled with exonuclease treatment (ChIP-exo) binding peaks and gene expression profiles from RNA sequencing (RNA-seq). ChIP-exo identifies genome-wide binding locations for response regulators with high precision (5). Although ChIP methods provide direct binding evidence for the interactions between transcription factors (TFs) and the genome, they also tend to identify off-target, nonspecific binding events that may not affect downstream gene expression (6). In order to reduce the false-positive rate from ChIP-exo, gene expression profiles can identify differentially expressed genes (DEGs) in response to appropriate stimuli or response regulator knockouts. However, some DEGs may be affected by indirect regulation. To circumvent this issue, we also used independent component analysis (ICA), an unsupervised machine learning algorithm that decomposes gene expression data, to find independently modulated sets of genes, or iModulons (Fig. 1A), that closely resemble known regulons (7).

**FIG 1:**
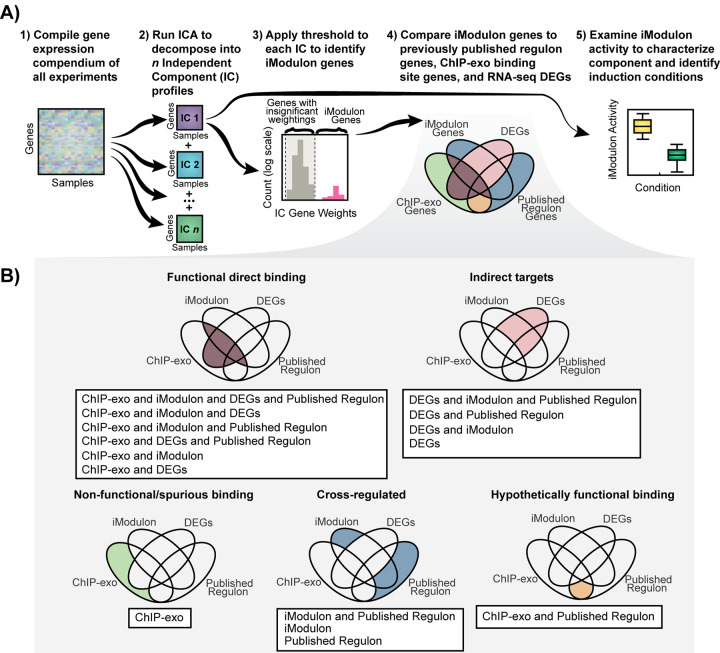
(A) Workflow used for each gene expression data set. (B) Categories of regulation by two-component systems in E. coli.

A previous application of ICA to PRECISE (a high-quality RNA-seq gene expression compendium) (7) identified nine iModulons that corresponded to 11 TCS regulons. We noticed that two sets of TCS pairs were grouped together: YpdAB and BtsRS grouped together, and HprSR and CusSR grouped together (7). Interestingly, YpdAB and BtsRS respond to the same inducer (pyruvate). Conversely, HprSR and CusSR both regulate the same set of genes but have different inducing signals. This second observation is in agreement with previous studies (8) and is indicative of cross-regulation between the two TCSs wherein they have the same regulon. ICA generates iModulon activity levels to determine gene expression changes relative to a specific condition. Indeed, these previous analyses showed that ICA can be aptly used to describe condition-specific activities (YpdAB and BtsRS) and provide a detailed understanding of tightly cross-regulated TRNs (HprSR and CusSR).

In this study, we aimed to characterize global TRN contributions of five TCSs in E. coli MG1655: BaeSR, CpxAR, KdpDE, PhoRB, and ZraSR. We used three methods (ICA, ChIP-exo, and differential expression of genes [DEGs]) to reveal which genes were regulated by the TCS and characterized the modes of transcriptional regulation into five categories (Fig. 1B): (i) functional direct binding, (ii) indirect targets, (iii) nonfunctional/spurious binding, (iv) cross-regulated genes, and (v) hypothetically functional binding. Finally, we used the iModulon activities to characterize TCS activation across hundreds of experimental conditions to identify interconnectedness among TCSs.

## RESULTS

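RNA was sequenced from 32 cultures, 2 for each of 16 combinations of strain and medium. The wild-type strain was grown on LB, on LB plus 5% ethanol, on LB plus 1 mM ZnCl2, on Tris-maleic acid medium with 0.1 mM or 115 mM KCl, and on M9 medium without phosphate (M9-P). The baeR and cpxR knockouts were grown on LB with and without ethanol, the kdpE knockout at both KCl concentrations, the phoB knockout on M9 and M9-P, and the zraR knockout on LB with and without ZnCl2. Ethanol acted for 30 min and phosphate starvation for 60 min before RNA was taken, whereas the KCl and ZnCl2 cultures grew in their medium to the sampled density. The wild type on M9, which the paper took from another study, was not analysed here, so the phoB knockout has a wild-type partner only on M9-P. According to the methods, ribosomal RNA was removed with RNase H, paired-end libraries were aligned to the MG1655 chromosome with bowtie, and fragments were counted on genes with regard to strand. The authors deposited log2(TPM + 1) values of 3948 genes, where TPM is the abundance of a transcript after division by gene length and library total. Fragment numbers were recovered from the steps between the low values of each library. TPM multiplied by gene length fell on whole multiples of a library's own step, within 0.05 of a step, for 95.8 to 98.4% of its 500 lowest nonzero genes, where chance gives 10.0%. The recovered totals ranged from 2597747 to 8590288 fragments per library with a median of 4875001. On LB they were 2597747 to 3237755 for the wild type, 3203591 to 3388649 for the baeR knockout, 3363472 to 3957777 for the cpxR knockout and 5620825 to 8350557 for the zraR knockout. On ethanol the totals were 3503299 to 4120425 for the wild type, 2897935 to 3180354 for the baeR knockout and 2667982 to 2795075 for the cpxR knockout. With ZnCl2 they were 7738128 to 7987491 for the wild type and 8092329 to 8590288 for the zraR knockout. The 8 libraries at 0.1 and 115 mM KCl lay between 4663011 and 5441768, and the 6 on M9 and M9-P between 5601690 and 7397545. In a gene of 1 kb, 1 fragment was worth between 0.118 and 0.364 TPM, which limits what can be said of genes below 1 TPM. Replicates of every group differed by more than the sampling noise (chi-square per degree of freedom 1.12 to 9.56), and their log2 values correlated across genes at r = 0.9848 to 0.9952. The authors tested differential expression on counts. Here the deposited log2 values of all 32 libraries were fitted together with limma, with a trend of the variance on the mean, and p-values were adjusted over the genes of each comparison by the Benjamini-Hochberg method. The limits of the paper were kept, so a gene was called when its log2 fold change exceeded 1.5 in size and its adjusted p was under 0.05. Fold changes are on the log2(TPM + 1) scale throughout, which understates the change of low genes. TPM values are given as mean ± SD of the 2 libraries of a group (n = 2), so the estimate of the spread in the test comes mostly from the other groups and genes. Each deleted response regulator gene was listed at 0 TPM in both libraries of its own knockout in both media, and no fold change is given for these genes because it would depend on the pseudocount.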

We generated knockout mutants for each of the five two-component systems (BaeSR, CpxAR, KdpDE, PhoRB, and ZraSR) in E. coli K-12 strain MG1655 (Table 1) and collected RNA-seq data for both wild-type (WT) and knockout mutants under stimulated and unstimulated conditions, using specific stimuli for each TCS. We combined these expression profiles with 278 additional expression profiles previously generated (called PRECISE [7]), and applied the ICA algorithm to the combined data set (see Materials and Methods) to identify 101 iModulons. Of these 101 iModulons, 90 iModulons mapped to the previous set of 92 iModulons from PRECISE (7). Eleven iModulons were specifically activated by the inclusion of the TCS-related expression profiles, four of which represented TCSs (BaeSR, KdpDE, PhoRB, and ZraSR). The CpxR iModulon was among the 90 iModulons previously detected in PRECISE and was retained upon addition of the new expression profiles. In total, 15 of the 101 iModulons represented TCSs (see Data Set S1 in the supplemental material). For further analysis, we focused on the five target TCSs (BaeSR, CpxAR, KdpDE, PhoRB, and ZraSR).

**TABLE 1:** List of strains and culture conditions used in this study

Strain	Phenotype	Stimulation condition	Reference	Unstimulated condition	Reference
E. coli K-12 MG1655	Wild type	(i) LB medium + 5% ethanol	This study	(i) LB medium	This study
		(ii) Tris-maleic acid minimal medium (TMA) + 0.1 mM KCl		(ii) Tris-maleic acid minimal medium (TMA) + 115 mM KCl	
		(iii) M9 minimal medium without phosphate (M9-P)		(iii) M9 minimal medium	
		(iv) LB medium + 1 mM ZnCl_2_			

Δ*baeR*	*baeR* knockout mutant of E. coli K-12 MG1655	LB medium + 5% ethanol	This study	LB medium	This study
Δ*cpxR*	*cpxR* knockout mutant of E. coli K-12 MG1655	LB medium + 5% ethanol	This study	LB medium	This study
Δ*kdpE*	*kdpE* knockout mutant of E. coli K-12 MG1655	Tris-maleic acid minimal medium (TMA) + 0.1 mM KCl	This study	Tris-maleic acid minimal medium (TMA) + 115 mM KCl	This study
Δ*phoB*	*phoB* knockout mutant of E. coli K-12 MG1655	M9 minimal medium without phosphate (M9-P)	This study	M9 minimal medium	7
Δ*zraR*	*zraR* knockout mutant of E. coli K-12 MG1655	LB medium + 1 mM ZnCl_2_	This study	LB medium	This study

10.1128/mSystems.00980-20.4 DATA SET S1 Genes and their weighting for each of the 15 identified TCS RR iModulons. Download Data Set S1, XLSX file, 0.08 MB. Copyright © 2020 Choudhary et al. 2020 Choudhary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To identify the true regulons for each TCS, we compared four sets of genes: (i) genes in the iModulon associated with the respective TCS, (ii) genes with ChIP-exo determined upstream binding sites, (iii) genes that are differentially expressed between wild-type and knockout mutants under stimulated conditions, and (iv) genes in previously published regulons in RegulonDB (9) (Fig. 1B). Each method alone is prone to false-positive results and biases, but together they provide multidimensional information that can be probed to identify a complete, high-confidence regulon (Fig. 1B). For example, differentially expressed genes (DEGs) without direct ChIP-exo evidence are likely targets of downstream, indirect regulation wherein one TF may regulate a set of genes which in turn may lead to regulation of a second set of genes. On the other hand, ChIP-exo binding sites upstream of genes that are absent from both the iModulon and the DEG set are likely nonfunctional. Such integrated analysis led us to describe the regulatory network of each selected two-component system and place it in five categories (Fig. 1B): (i) functional direct binding (genes that were observed in either iModulons, published regulons, or DEGs, and a ChIP-exo binding peak was observed upstream), (ii) indirect targets (genes that were differentially expressed under each specific condition, but no binding peaks were observed upstream), (iii) nonfunctional/spurious binding (peaks upstream of genes that were neither differentially expressed nor had iModulons and/or published regulons associated with them [Such peaks may have arisen due to off-target recognition or due to hot spots that tend to be recognized by many TFs.]), (iv) cross-regulated genes (genes that were observed in iModulons and/or published regulons but were not part of functional direct targets and indirect targets), and (v) hypothetically functional binding (genes that were found in the published regulon and showed ChIP-exo binding peaks but were not differentially expressed). These genes may be a part of a direct regulatory network, but the data were not supported by transcriptomics; therefore, we categorized them into hypothetical functional binding.

### Reconstruction of CpxR and BaeR regulatory responses under ethanol stress in E. coli.

BaeR and CpxR are activated by a wide range of stressors (10–14) and play a regulatory role in the envelope stress response (ESR) system (10, 15–17). 

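Ethanol changed the wild-type strain broadly. Against the wild type on LB, 817 of 3948 genes were called, 339 higher and 478 lower on ethanol. The split depended on the scaling of the libraries, with 413 higher and 430 lower after quantile normalization and 419 in each direction after median centring. Of the alternatives tried, a limit of 1 in place of 1.5 on the log2 fold change moved this count most, to 1457. The periplasmic chaperone gene spy (b1743, at 1825140 to 1825625 of the chromosome) rose from 78.0 ± 14.4 TPM on LB to 7496 ± 39.0 TPM on ethanol, a log2 fold change of 6.58 (standard error 0.13, adjusted p = 4.3e-20, limma). The gene cpxP (b4484, at 4105820 to 4106320) rose from 173 ± 7.27 to 606 ± 23.9 TPM, a log2 fold change of 1.81 (standard error 0.14, adjusted p = 3.6e-10, limma). The regulator gene cpxR (b3912, 4104972 to 4105670) fell from 436 ± 3.50 to 300 ± 19.8 TPM (log2 fold change -0.54, adjusted p = 6.3e-08, limma). These genes were chosen after their values between the 2 media were seen.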

We stimulated the wild-type, Δ*baeR*, and Δ*cpxR* strains with 5% ethanol stress, which has been identified as a particularly effective inducer (18) to elucidate their regulons.

**(i) BaeR.** BaeR is involved in multidrug resistance through regulation of the MdtABC efflux pump (19–21). However, BaeR has also been shown to impact genes related to many other functions, such as signal transduction, chemotactic responses, flagellar biosynthesis, and maltose transport (22). Despite this range of functionality, there are only eight genes in the previously published BaeR regulon. The BaeR iModulon exhibited 37.5% (3 out of 8) overlap with these published regulon genes, consisting of *spy*, *baeR*, and *mdtA* genes (Table 2). Five of the published regulon genes (*mdtB*, *mdtC*, *mdtD/iceT*, *baeS*, and *acrD*) were not identified in the BaeR iModulon. This discrepancy was most likely due to differences in BaeR induction conditions across the published results (10–13) or the possibility that the three iModulon genes are much more significantly regulated by BaeR than the other five genes in the published regulon. To test this claim, ChIP-exo results were analyzed (Data Set S2) and then compared to the iModulon. 

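Each of the 8 genes was called lower in the baeR knockout than in the wild type on ethanol, which for baeR follows from its deletion. The gene baeR (b2079, 2164276 to 2164998) stood at 85.4 ± 1.25 TPM in the wild type and was listed at 0 in both knockout libraries. Of the other iModulon genes, spy fell to 90.4 ± 6.21 TPM in the knockout, a log2 fold change of -6.36 (standard error 0.13, adjusted p = 2.5e-19, limma), and mdtA (b2074, 2154016 to 2155263) fell from 100.0 ± 3.12 to 4.09 ± 0.56 TPM, a log2 fold change of -4.31 (standard error 0.09, adjusted p = 4.6e-19, limma). Outside the iModulon, mdtB fell from 50.3 ± 7.22 to 2.29 ± 0.25 TPM, mdtC from 37.1 ± 3.02 to 2.02 ± 0.03 TPM and mdtD from 17.6 ± 0.61 to 1.12 ± 0.26 TPM. Their log2 fold changes were -3.96, -3.65 and -3.14 (adjusted p = 1.4e-14, 2.7e-15 and 1.5e-11, limma). The kinase gene baeS (b2078, 2162876 to 2164279) fell from 30.1 ± 5.63 to 0.81 ± 0.52 TPM, a log2 fold change of -4.12 (standard error 0.23, adjusted p = 2.3e-12, limma). At about 1 TPM the knockout values of baeS and mdtD rest on few fragments, and with a pseudocount of 10 these log2 fold changes were -1.88 and -1.31, the latter under the limit. On LB, without the stimulus, mdtA (14.8 ± 1.06 TPM in the knockout and 15.7 ± 1.67 TPM in the wild type, adjusted p = 0.452, limma) and spy (73.6 ± 7.78 TPM in the knockout, adjusted p = 0.655, limma) did not differ between the strains beyond the spread of the libraries, and the sign of both differences changed with median centring. The genes mdtC (5.30 ± 0.30 TPM in the knockout and 8.01 ± 1.31 TPM in the wild type) and mdtB (7.37 ± 2.37 and 10.3 ± 1.34 TPM) were lower in the knockout on LB, with log2 fold changes of -0.51 and -0.45 (adjusted p = 0.00281 and 0.021, limma), under the limit for a call. With limma-voom on the recovered fragments, chosen after the values were seen, the differences of mdtC and mdtB, -0.42 and -0.35, were not significant, nor was that of mdtB with median centring, -0.34. For mdtD the log2 fold change on LB was -0.40 (adjusted p = 0.0927, limma). The sign also changed for mdtA without replicate 1 of the wild type on LB, to 0.02, and for spy without replicate 2 of the wild type, to 0.11, or without replicate 1 of the knockout on LB, to 0.03. The paper proposes that induction conditions differed between studies, or that the iModulon genes are regulated more strongly by BaeR than the rest of the regulon.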

ChIP-exo results indicated 21 BaeR binding peaks upstream of 17 operons consisting of 32 genes. We identified binding sites upstream of *spy* and *mdtA* genes (*mdtABCD-baeSR* operon). Since a peak was identified upstream of *mdtA* gene, which is part of the *mdtABCD-baeSR* operon (see Materials and Methods), we considered all the genes in that operon to be under the direct regulatory network of BaeR. In total, we designated six genes as functional direct targets of BaeR. No binding peaks were identified upstream of *acrD*, indicating that it is indirectly regulated by BaeR.

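The efflux gene acrD (b2470, 2587595 to 2590708) stood at 34.1 ± 1.33 TPM in the wild type on ethanol and at 2.96 ± 0.14 TPM in the baeR knockout, a log2 fold change of -3.15 (standard error 0.18, adjusted p = 3.2e-12, limma). On LB acrD was at 9.97 ± 2.21 TPM in the wild type and 7.82 ± 1.89 TPM in the knockout, a difference within the spread of the libraries (log2 fold change -0.32, adjusted p = 0.142, limma). The binding data were not analysed here.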

**TABLE 2:** List of genes in each iModulon and published regulon and their direct targets

Response regulator	iModulon genes^*a*^	Targets from RegulonDB^*a*^	Direct targets
BaeR	***baeR***, ***mdtA***, ***spy***	*acrD*, ***baeR***, *baeS*, *mdtD*, ***mdtA***, *mdtB*, *mdtC*, ***spy***	*baeR*, *baeS*, *mdtD*, *mdtA*, *mdtB*, *mdtC*, *spy*, *intF*, *tnaA*
CpxR	*alx*, ***baeR***, ***cpxP***, ***cpxR***, ***dgcZ***, ***ftnB***, ***ldtC***, *mdtJ*, *raiA*, ***tomB***, *yagU*, ***yccA***, ***yebE***, *yjfN*, *yncJ*, *yobB*	*acrD*, *aroG*, *bacA*, ***baeR***, *baeS*, *bamE*, *cheA*, *cheW*, *cpxA*, ***cpxP***, ***cpxR***, *csgA*, *csgB*, *csgC*, *csgD*, *csgE*, *csgF*, *csgG*, *degP*, ***dgcZ***, *dsbA*, *dsbC*, *efeU_2*, *fabZ*, ***ftnB***, *hha*, *iceT*, ***ldtC***, *ldtD*, *lpxA*, *lpxD*, *marA*, *marB*, *marR*, *mdtA*, *mdtB*, *mdtC*, *motA*, *motB*, *mscM*, *mzrA*, *ompC*, *ompF*, *ppiA*, *ppiD*, *psd*, *rpoE*, *rpoH*, *rseA*, *rseB*, *rseC*, *sbmA*, *skp*, *slt*, *spy*, *srkA*, ***tomB***, *tsr*, *ung*, *yaiW*, ***yccA***, ***yebE***, *ygaU*, *yidQ*, *yqaE*, *yqjA*	*cpxA*, *cpxP*, *cpxR*, *yagU*, *yccA*, *fimA*, *fimI*, *lldD*, *lldR*, *ppiA*, *raiA*, *yceI*
KdpE	***kdpA***, ***kdpB***, ***kdpC***, *kdpD*, *kdpE*	***kdpA***, ***kdpB***, ***kdpC***, *kdpF*	*kdpA*, *kdpB*, *kdpC*, *adeP*, *uxaA*, *uxaC*
PhoB	***phoB***, ***phoR***, ***pstA***, ***pstB***, ***pstC***, ***pstS***	*adiC*, *amn*, *argP*, *asr*, *cra*, *cusA*, *cusB*, *cusC*, *cusF*, *cusR*, *cusS*, *eda*, *feaR*, *gadW*, *gadX*, *hiuH*, *mipA*, *ompF*, *phnC*, *phnD*, *phnE_1*, *phnE_2*, *phnF*, *phnG*, *phnH*, *phnI*, *phnJ*, *phnK*, *phnL*, *phnM*, *phnN*, *phnO*, *phnP*, *phoA*, ***phoB***, *phoE*, *phoH*, *phoQ*, ***phoR***, *phoU*, *pitB*, *prpR*, *psiE*, *psiF*, ***pstA***, ***pstB***, ***pstC***, ***pstS***, *rspR*, *sbcC*, *sbcD*, *tktB*, *ugpA*, *ugpB*, *ugpC*, *ugpE*, *ugpQ*, *waaH*, *yegH*, *yhjC*	*phoB*, *phoR*, *pstA*, *pstB*, *pstC*, *pstS*, *phoU*
ZraR	***zraP***, ***zraR***	***zraP***, ***zraR***, *zraS*	*zraP*, *zraR*, *zraS*, *mgtA*

a Boldface genes in the “iModulon genes” and “Targets from RegulonDB” columns are shared genes.

10.1128/mSystems.00980-20.5 DATA SET S2 ChIP-exo binding peaks for BaeR, CpxR, KdpE, PhoB, and ZraR. Download Data Set S2, XLSX file, 0.03 MB. Copyright © 2020 Choudhary et al. 2020 Choudhary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Differentially expressed genes were analyzed to further expand the global regulatory network of BaeR. 

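Between the baeR knockout and the wild type on ethanol, 386 of 3948 genes were called, 84 higher and 302 lower in the knockout. The median log2 fold change over all genes was -0.51, and the split depended on the scaling of the libraries. With each library centred on its median, 158 genes were called higher and 118 lower, and with quantile normalization 144 higher and 112 lower. A limit of 1 on the log2 fold change moved the number of called genes most, to 1044. Leaving out each of the 4 libraries in turn gave between 389 and 471. The highest log2 fold changes belonged to lysA, which rose from 50.8 ± 2.84 TPM in the wild type to 2535 ± 167 TPM in the knockout (log2 fold change 5.61, standard error 0.09, adjusted p = 9.4e-21, limma), zraP, which rose from 1.88 ± 0.19 to 86.1 ± 16.9 TPM (log2 fold change 4.91, adjusted p = 2.1e-12, limma), and dcuB, which rose from 12.5 ± 1.94 to 394 ± 44.0 TPM (log2 fold change 4.88, adjusted p = 2.2e-16, limma). Among the lowest was ycgZ, at 39.6 ± 10.4 TPM in the wild type and listed at 0 in both knockout libraries. On LB 279 genes were called, 144 higher and 135 lower.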

A total of 328 genes were found to be differentially expressed due to the *baeR* knockout under 5% ethanol stress condition (Data Set S3). ChIP-exo peaks were detected upstream of nine of these genes, expanding the number of direct targets from seven to nine. Of these nine targets, two genes, *intF* and *tnaA*, have not been previously identified as a part of the BaeR regulon. However, *tnaA* has previously been shown to contribute to BaeR activity under indole stress (23), as it is involved in metabolizing tryptophan to indole. 

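The integrase gene intF (b0281, 295696 to 297096) was at 292 ± 22.6 TPM in the wild type and 53.3 ± 2.45 TPM in the baeR knockout on ethanol, a log2 fold change of -2.43 (standard error 0.10, adjusted p = 1.4e-14, limma). On LB intF was at 164 ± 11.8 and 43.7 ± 1.04 TPM in the same strains (log2 fold change -1.88, adjusted p = 1.3e-12, limma). The tryptophanase gene tnaA (b3708, 3888730 to 3890145) went the other way, with 20519 ± 624 TPM in the wild type and 38218 ± 2134 TPM in the knockout on ethanol. The log2 fold change of tnaA was 0.90 (standard error 0.19, adjusted p = 4.0e-04, limma), larger than the spread between replicates and under the limit for a call. It was 0.38 with quantile normalization and 1.38 with median centring, and of the alternatives tried only limma-voom on the recovered fragments, chosen after the values were seen, called it, at 1.51. On LB tnaA was at 22340 ± 302 TPM in the wild type and 75567 ± 1039 TPM in the knockout (log2 fold change 1.76, adjusted p = 1.5e-07, limma), and quantile normalization brought this to 0.87.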

The remaining 319 differentially expressed genes could either be indirect targets of BaeR (Fig. 1 and Data Set S4) or other transcription factors responsive to ethanol such as CpxR. 

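Of these 319 genes, 318 have a value in the deposited table, and 206 of them were called here, 84 higher and 122 lower in the baeR knockout on ethanol. Over all 318 genes, called or not, 190 were higher and 128 lower. The study chose the list on these libraries, so the count is not independent evidence. Of the 9 direct targets 8 were called, all of them lower and the deleted baeR among them. A further 172 genes called here are not on the paper's lists for this knockout, a number that depended on the scaling, with 20 after quantile normalization, 14 after median centring and 19 with limma-voom on the recovered fragments.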

Functional analysis of indirect targets through COG (cluster of orthologous group) categories confirmed BaeR’s manifold activity (Fig. 2).

**FIG 2:**
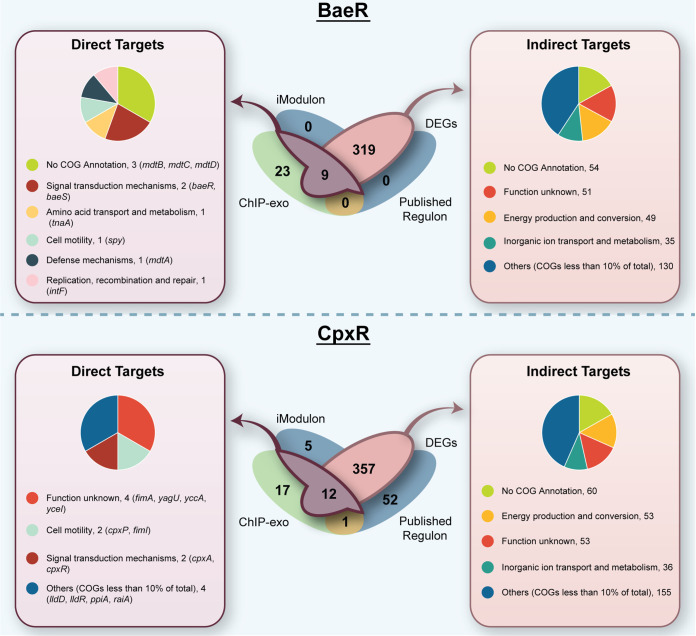
Comparison of regulatory network in BaeR and CpxR and functional characterization of direct and indirect targets.

10.1128/mSystems.00980-20.6 DATA SET S3 Differentially expressed genes (DEG) between wild-type and knockout strains for BaeR, CpxR, KdpE, PhoB, and ZraR. Download Data Set S3, XLSX file, 0.2 MB. Copyright © 2020 Choudhary et al. 2020 Choudhary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00980-20.7 DATA SET S4 Full lists of genes assigned to various categories for TCSs in this study, including direct target genes, indirect target genes, potentially spurious ChIP-exo binding genes, cross-regulated genes, and hypothetically functional binding genes. Download Data Set S4, XLSX file, 0.05 MB. Copyright © 2020 Choudhary et al. 2020 Choudhary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Overall, 2.74% of DEGs were under the direct regulatory network of BaeR. The remaining 23 genes found through ChIP-exo results could be classified as nonfunctional targets or cases of spurious binding (Fig. 1 and Data Set S4). Binding of these genes may have not led to expression if the induction period or strength was insufficient; alternatively, these genes might have shown ChIP-exo peaks as a result of off-target binding.

**(ii) CpxR.** CpxR is among the most extensively studied of the response regulators, which is unsurprising when considering its host of functions. CpxR has been shown to have a regulatory role in the envelope stress response system (10, 15–17), protein folding and degradation (24–27), pilus assembly and expression (28–30), secretion (15), motility and chemotaxis (15, 31), biofilm development (14, 32), adherence (33, 34), multidrug resistance and efflux (12, 35), porins (36), and copper response (37, 38), among others. Two iModulons were linked to the CpxR regulon: CpxR and CpxR-KO (KO stands for knockout). The CpxR iModulon consists of genes that were regulated specifically under wild-type conditions, and CpxR_KO consists of genes differentially expressed due to CpxR deletion. Collectively, both CpxR iModulons consist of 16 genes that cover diverse functions such as motility, inorganic ion transport and metabolism, and carbohydrate metabolism, among others. Nine of the 16 iModulon genes were previously published regulon genes, which is only a fraction (14%) of CpxR’s previously identified 66 genes (9) (Table 2). This provides extra incentive to eventually validate the CpxR iModulon with different induction conditions. Interestingly, the CpxR iModulon consisted of seven new genes that were not previously identified to be part of the CpxR regulon (Table 2). These seven new genes may indicate expansion of the CpxR regulon specific to ethanol stress. To validate this hypothesis, ChIP-exo peaks were examined. We were able to identify 44 binding peaks upstream of 16 operons (consisting of 30 genes). Of these genes, five were in the CpxR iModulon (*cpxP*, *cpxR*, *raiA*, *yagU*, and *yccA*). Two genes (*raiA* and *yagU*) in the CpxR iModulon with associated binding peaks had not been previously identified as part of the CpxR regulon. 

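In the cpxR knockout on ethanol, yagU (b0287, 302991 to 303605) was higher than in the wild type, at 798 ± 24.9 against 79.2 ± 12.6 TPM, a log2 fold change of 3.32 (standard error 0.16, adjusted p = 3.1e-13, limma). On LB yagU was at 1103 ± 183 TPM in the knockout and 301 ± 2.13 TPM in the wild type (log2 fold change 1.86, adjusted p = 4.6e-09, limma). The gene raiA (b2597, 2737154 to 2737495) was among the most abundant transcripts, with 51666 ± 504 TPM in the wild type on ethanol and 76360 ± 1141 TPM in the knockout. The log2 fold change of raiA was 0.56 (standard error 0.06, adjusted p = 1.5e-07, limma), larger than the replicate spread and under the limit for a call, and with quantile normalization it was 0.00. Of the other iModulon genes with a peak, cpxR was listed at 0 in both knockout libraries, cpxP fell to 0.36 ± 0.51 TPM (log2 fold change -8.85, adjusted p = 1.1e-20, limma), and yccA (b0970) fell from 820 ± 47.8 to 83.4 ± 6.97 TPM (log2 fold change -3.28, adjusted p = 2.2e-18, limma).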

The five overlapping ChIP-exo/iModulon/regulon genes were classified as direct targets of CpxR under ethanol. For the remaining five iModulon genes that are not previously published regulon genes and do not have binding peaks identified, 60% are part of the uncharacterized “y-ome” (39). These genes may be the result of cross-regulation between different pathways responding to ethanol and put under the category of cross-regulatory network.

We inspected DEGs to further understand the nature of the five new iModulon genes and to expand the global regulatory network of CpxR. Differential gene expression analysis expanded the indirect targets of CpxR to include 368 genes. 

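Between the cpxR knockout and the wild type on ethanol, 359 genes were called, 181 higher and 178 lower in the knockout. The median log2 fold change of all genes was -0.25. Quantile normalization gave 199 genes higher and 119 lower, and median centring 202 higher and 127 lower. With each library left out in turn the count lay between 355 and 376. Of the 369 genes on the paper's lists of direct and indirect targets, 359 have a value in the table, and 286 of these were called here. The highest log2 fold changes belonged to ygeW, zraP and ygfK. The gene ygeW rose from 23.8 ± 2.76 TPM in the wild type to 2503 ± 35.6 TPM in the knockout (log2 fold change 6.66, standard error 0.20, adjusted p = 1.4e-16, limma), zraP rose to 289 ± 4.41 TPM, and ygfK rose from 12.9 ± 0.13 to 1226 ± 2.70 TPM (log2 fold change 6.47, adjusted p = 5.3e-18, limma).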

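The kinase gene cpxA (b3911, 4103602 to 4104975) was at 131 ± 0.58 TPM in the wild type on ethanol and 6.97 ± 2.38 TPM in the cpxR knockout, a log2 fold change of -4.08 (standard error 0.12, adjusted p = 7.2e-17, limma). The genes ppiA (b3363), which fell from 235 ± 18.4 to 65.3 ± 13.3 TPM, and yceI (b1056), which fell from 17.4 ± 2.78 to 3.37 ± 0.53 TPM, had log2 fold changes of -1.85 and -2.07 (adjusted p = 4.0e-12 and 1.2e-06, limma). With a pseudocount of 10 the value of yceI was -1.03 and under the limit. Higher in the knockout were fimA (b4314), at 1774 ± 53.6 against 489 ± 8.57 TPM (log2 fold change 1.86, adjusted p = 9.6e-19, limma), and lldD (b3605), at 70.6 ± 1.92 against 13.0 ± 1.97 TPM (log2 fold change 2.36, adjusted p = 1.0e-10, limma). The gene lldR (b3604), at 25.3 ± 6.96 against 7.82 ± 0.65 TPM, lay near the limit with a log2 fold change of 1.55 (adjusted p = 8.2e-06, limma), which was 1.48 without replicate 2 of the wild type and 1.28 without replicate 2 of the knockout. The gene fimI (b4315) rose from 31.6 ± 1.27 to 74.0 ± 1.07 TPM with a log2 fold change of 1.20 (adjusted p = 6.9e-09, limma), larger than the replicate spread and under the limit. Fitted with limma-voom on the recovered fragments, fimI was called at 1.53.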

Comparison of ChIP-exo binding peaks and differentially expressed genes of the *cpxR* knockout versus the wild type under 5% ethanol stress condition revealed seven additional genes (*cpxA*, *fimA*, *fimI*, *lldD*, *lldR*, *ppiA*, and *yceI*) that fall under the direct regulatory network of CpxR, expanding this network to 12 genes. The remaining 357 DEGs formed the indirect regulon of CpxR, including eight genes from the previously published regulon (Fig. 2 and Data Set S4). A diverse group of COG categories corroborated CpxR’s regulatory role.

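On ethanol, 190 genes were called in both the baeR and the cpxR knockout, 185 of them in the same direction, with 67 higher and 118 lower. Across all genes the log2 fold changes of these knockouts correlated at r = 0.72, where genes are not independent replicates and both comparisons use the same wild-type libraries. In 100 simulations that drew unchanged knockouts and a shared wild type with the spread of the replicates, r was 0.50 on average and 0.61 at most, and at most 1 gene was called alike. Simulated knockouts with independent effects of the observed sizes shared 28.2 genes on average and 39 at most. With a separate wild-type library for each knockout, 183 or 175 genes were called alike and r was 0.67 or 0.65, depending on which library went with which knockout. A limit of 1 on the log2 fold change moved the overlap most, to 511 genes. Compared directly with each other on ethanol, the baeR and cpxR knockouts differed in 173 genes, 22 higher and 151 lower in the baeR knockout, or 36 higher and 99 lower after either scaling. On LB, without the stimulus, 208 genes were called in both knockouts, all of them in the same direction, against 30 at most for simulated independent effects. Of the genes called alike on ethanol, 26 were also called alike on LB.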

Interestingly, among the 368 differentially expressed genes, 194 were differentially expressed in both knockout strains (*baeR* and *cpxR*), suggesting nonspecific targets of BaeR and CpxR and high cross-regulation between these two pathways. The remaining 17 ChIP-exo binding peaks overlapped with one previously published regulon gene (*ompC*) which was not part of either the DEGs or iModulons. This suggested that *ompC* was neither directly nor indirectly affected by *cpxR* knockout under ethanol stress, and therefore is considered to be part of the “hypothetically functional binding” network (Data Set S4). 

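The porin gene ompC (b2215, 2311646 to 2312749) was at 12150 ± 481 TPM in the wild type and 11708 ± 157 TPM in the cpxR knockout on ethanol. The libraries of the strains overlapped, and the log2 fold change of ompC was -0.05 (standard error 0.03, adjusted p = 0.161, limma). The difference depended on the scaling, with -0.33 after quantile normalization, 0.12 after median centring and 0.25 with limma-voom on the recovered fragments.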

Five iModulon genes (*alx*, *mdtJ*, *yjfN*, *yliI*, and *yobB*) did not form part of direct and indirect targets but instead formed part of the network that is involved in cross-regulation. 

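The genes alx, yliI and yobB were lower in the cpxR knockout on ethanol by more than the replicate spread and by less than the limit for a call. They fell from 3.83 ± 0.38 to 1.09 ± 0.48 TPM for alx, from 13.2 ± 0.50 to 7.13 ± 1.33 TPM for yliI and from 29.0 ± 2.12 to 16.1 ± 1.81 TPM for yobB. Their log2 fold changes were -1.23, -0.81 and -0.82 (adjusted p = 4.4e-04, 1.9e-04 and 1.1e-04, limma). The gene mdtJ was at 2.24 ± 1.25 TPM in the wild type and 0.94 ± 1.33 TPM in the knockout, with overlapping libraries (log2 fold change -0.87, adjusted p = 0.0449, limma). With a pseudocount of 0.1 alx and mdtJ were called. With each library left out in turn, the log2 fold change of mdtJ lay between -1.64, without replicate 2 of the knockout, and -0.11. The gene yjfN, at 151 ± 13.5 and 130 ± 8.82 TPM, showed no significant difference (log2 fold change -0.21, adjusted p = 0.291, limma), and limma-voom on the recovered fragments gave the opposite sign, 0.10. On LB yjfN was called higher in the cpxR knockout, with a log2 fold change of 3.27. There mdtJ and yliI were called lower, at -2.06 and -1.81, while alx (-0.74) and yobB (0.30) were not called. On ethanol 5 of the 16 genes of the CpxR iModulon were called, and 10 of the 12 direct targets, each count with the deleted cpxR. The paper places alx, mdtJ, yjfN, yliI and yobB in the network of cross-regulation.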

The remaining 52 previously published regulon genes that did not have binding sites upstream and were not differentially expressed also formed part of a cross-regulatory network (Data Set S4).

### Reconstruction of KdpE, PhoB, and ZraR transcriptional regulatory network in E. coli.

Decoding the role of metal and nutrient sensors in the transcriptional regulatory network may provide a deeper understanding of how bacteria utilize these systems to sense nutrients and ionic strength of the environment. These mechanisms play a crucial role in the organism’s ability to adapt to various environmental niches. The KdpE, PhoB, and ZraR two-component systems were selected for further analysis in this category.

**(i) KdpE.** The KdpE response regulator’s sole target is the *kdpFABC* operon, which has been shown to activate the potassium uptake system during low potassium conditions (40, 41) or salt stress (42, 43). To induce KdpE, a small amount of potassium (0.1 mM KCl) was added to the cells in Tris-maleic acid minimal medium (TMA), which aligns with previous experiments where successful induction was achieved (44, 45). The KdpE iModulon included the expected *kdpA*, *kdpB*, and *kdpC* potassium uptake genes; however, the iModulon does not include the fourth gene in the *kdpFABC* operon, *kdpF* (Table 2). This result provides validation of previous studies that have instead described the target operon as *kdpABC* (43, 46). *kdpF* may function only as a stabilizer of the transporter complex (47), and the gene may also just be a less vital component of the regulon. Apart from the *kdpABC* operon, the only other KdpE iModulon genes include those that code for the TCS itself, *kdpD* and *kdpE*. The small KdpE iModulon confirms the existing knowledge of the response regulator as targeting a single locus in the bacterial genome. Despite the small iModulon size, there were still 31 ChIP-exo binding peaks upstream of 37 genes, including *kdpABC* genes from KdpE iModulon observed. Surprisingly, no binding peaks were observed upstream of two iModulon genes, *kdpDE*; however, *kdpDE* is downstream of the *kdpFABC* operon, which may indicate that *kdpDE* is in the same transcription unit as *kdpABC*. 

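At 0.1 mM KCl the kinase gene kdpD (b0695, 721730 to 724414) was at 3165 ± 44.3 TPM in the wild type and 33.2 ± 1.71 TPM in the kdpE knockout, a log2 fold change of -6.54 (standard error 0.09, adjusted p = 5.0e-22, limma). The gene kdpE (b0694, 721056 to 721733) was at 669 ± 43.4 TPM in the wild type and listed at 0 in both knockout libraries. The genes kdpA, kdpB and kdpC fell from 6427 ± 166, 6576 ± 446 and 5111 ± 138 TPM to 1.64 ± 0.49, 6.04 ± 0.38 and 16.9 ± 3.00 TPM, with log2 fold changes of -11.26, -9.87 and -8.17 (adjusted p = 3.7e-19, 5.0e-22 and 6.2e-16, limma). The gene kdpF was not analysed here. In all, 195 of 3948 genes were called at 0.1 mM KCl, 132 higher and 63 lower in the knockout, and after median centring 96 higher and 82 lower. A limit of 1 on the log2 fold change moved this count most, to 385, and with each library left out in turn it lay between 192 and 212. At 115 mM KCl 12 genes were called, 2 higher and 10 lower, or 4 higher and 10 lower after median centring. Without replicate 1 of the knockout at 115 mM KCl the number rose to 25.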

Consistent with this, when comparing 197 DEGs in response to *kdpE* knockout under potassium limited condition (0.1 mM KCl), we did find *kdpDE* to be differentially expressed. 

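The adenine permease gene adeP (b3714, 3895272 to 3896609) was higher in the kdpE knockout at 0.1 mM KCl, at 178 ± 9.42 against 38.4 ± 3.95 TPM in the wild type, a log2 fold change of 2.19 (standard error 0.18, adjusted p = 2.5e-09, limma). The gene uxaC (b3092, 3243329 to 3244741) was lower, at 23.2 ± 0.10 against 98.3 ± 13.1 TPM (log2 fold change -2.03, standard error 0.08, adjusted p = 5.3e-14, limma). The adjacent uxaA (b3091, 3241827 to 3243314) was at 13.5 ± 2.47 against 37.3 ± 7.90 TPM, and its log2 fold change of -1.39 (standard error 0.12, adjusted p = 6.3e-09, limma) was larger than the replicate spread and just under the limit. The value of uxaA was past the limit with quantile normalization at -1.55 and with median centring at -1.63, and likewise without replicate 1 of the wild type at -1.61 or of the knockout at -1.57.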

Comparing ChIP-exo and DEG results further added three extra genes (*adeP*, *uxaA*, and *uxaC*) to the direct regulatory network of KdpE, amounting to six genes under direct regulation of KdpE. The remaining 191 DEGs can be interpreted as potassium-dependent genes under indirect KdpE regulation. As expected, the COG category “inorganic ion transport” was overrepresented. In addition, the categories “energy production and conversion” and “metabolism and nucleotide transport and metabolism” were also overrepresented. 

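Of the genes that the paper's lists assign to nucleotide transport and metabolism, all 21 were called here at 0.1 mM KCl, 20 of them higher in the kdpE knockout, with a median log2 fold change of 2.43. They include xanP, pyrB and purM, which had the highest log2 fold changes of the comparison. The gene pyrB (b4245) rose from 23.1 ± 0.65 TPM in the wild type to 457 ± 5.48 TPM in the knockout (log2 fold change 4.25, standard error 0.14, adjusted p = 1.2e-15, limma). In energy production and conversion 15 of 20 genes were called, 7 higher and 8 lower, and in inorganic ion transport and metabolism 22 of 24, 12 higher and 10 lower. In total 164 of the 191 indirect targets were called. Because the study chose these genes on the same libraries, no test of the categories was made. The paper proposes that the 191 genes depend on potassium and that KdpE regulates them indirectly.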

A wide array of COG categories suggests that KdpDE may indirectly regulate genes involved in metal efflux pump and electron transport systems to maintain homeostasis (Fig. 3).

**FIG 3:**
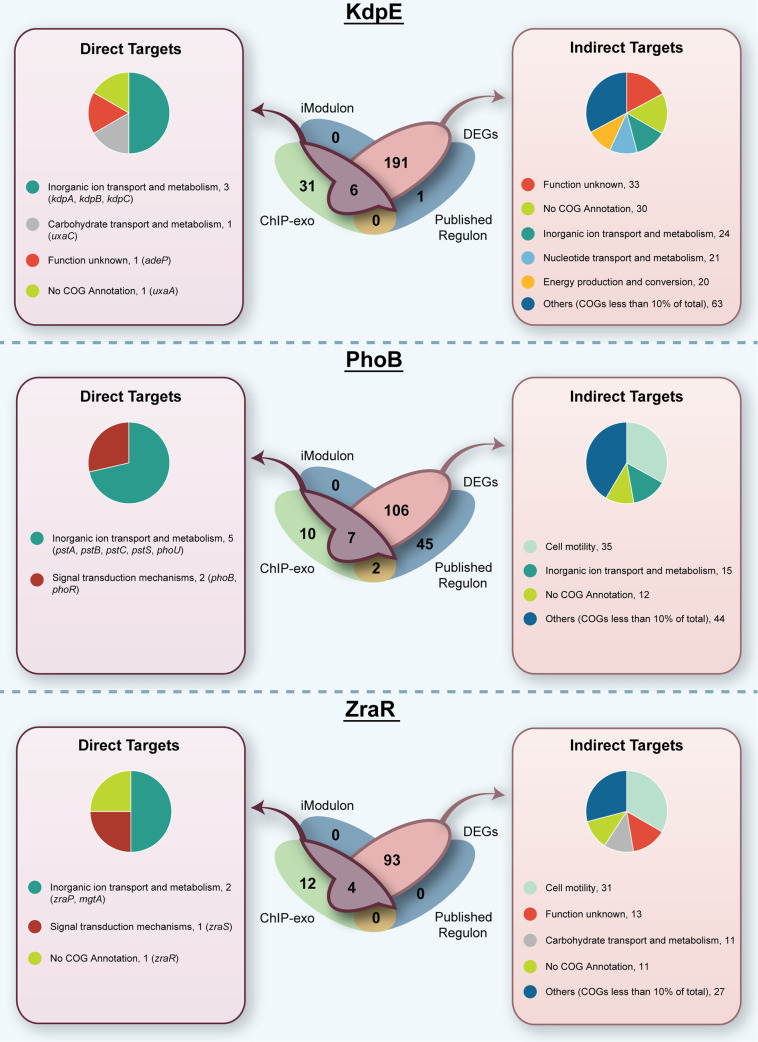
Comparison of regulatory network in metal sensors and functional characterization of direct and indirect targets.

Notably, there was evidence of *kdpF* being down-expressed in the KdpE knockout (log fold change of −3.22) but due to an insignificant *P* value, this was not regarded as differentially expressed. Therefore, *kdpF* appears to be the sole gene from the KdpE published regulon that was not identified by DEG analysis in this study (placing it in the category of “cross-regulated” genes). Apart from *kdpF* and genes categorized as direct or indirect targets for KdpDE, there were also 31 genes identified with ChIP-exo that did not overlap with other data sets and were thus categorized as potential spurious binding genes.

**(ii) PhoB.** The PhoB response regulator has been demonstrated to regulate phosphate uptake and metabolism under phosphate-limiting conditions (48–51) and is linked to virulence in pathogenic E. coli (4). To induce PhoB via phosphate deficiency, cells were first grown in M9 minimal medium and then washed with and further grown in M9 minimal medium without phosphate (M9-P). The PhoB iModulon consisted of the expected *pstSCAB* operon for regulation of the phosphate uptake system (52–54) and the genes coding for PhoRB itself. In contrast to the modest six-gene iModulon, the previously published PhoB regulon is considerably larger and is thought to consist of 60 genes (55, 56), including all six of the iModulon genes. For the binding site analysis, we found 12 ChIP-exo binding peaks upstream of 17 genes. Six of these genes were included in the iModulon (the *pstSCAB phoBR* operons), indicating direct response to *phoB* knockout. 

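In the wild type on M9-P, pstS (b3728, 3910485 to 3911525) stood at 6435 ± 229 TPM, and in the phoB knockout at 25.6 ± 2.21 TPM, a log2 fold change of -7.92 (standard error 0.11, adjusted p = 6.4e-22, limma). The other genes of the operon fell by less, from 228 ± 2.17 to 6.87 ± 2.18 TPM for pstC, from 88.6 ± 2.84 to 4.96 ± 1.24 TPM for pstA and from 192 ± 1.36 to 24.9 ± 2.51 TPM for pstB. Their log2 fold changes were -4.89, -3.93 and -2.90 (adjusted p = 3.6e-15, 5.3e-13 and 2.2e-14, limma). The gene phoB (b0399, 417142 to 417831) was at 2075 ± 53.6 TPM in the wild type and listed at 0 in both knockout libraries, and phoR (b0400, 417889 to 419184) fell from 205 ± 8.40 to 19.9 ± 0.07 TPM (log2 fold change -3.30, standard error 0.15, adjusted p = 3.8e-13, limma).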

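On M9-P, 101 of 3948 genes were called between the phoB knockout and the wild type, 13 higher and 88 lower in the knockout. A limit of 1 on the log2 fold change moved the count most, to 203, and leaving out each library in turn gave 101 to 103. The gene phoU (b3724, 3906853 to 3907578) was at 79.8 ± 1.91 TPM in the wild type and 21.1 ± 2.22 TPM in the knockout, a log2 fold change of -1.88 (standard error 0.10, adjusted p = 4.8e-12, limma).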

When comparing the 113 DEGs under phosphate-limited condition to the ChIP-exo binding peaks, an additional gene, *phoU* (encoding a phosphate-specific transporter) (which was also part of the previously published regulon) was added to the direct regulatory network of PhoB. The remaining 106 DEGs can be identified as phosphate-dependent genes, including six previously determined regulon genes (*cusB*, *phnC*, *phnD*, *phnN*, *phoA*, and *ugpB*) or indirect targets of PhoB. 

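Of these 6 regulon genes, phoA (b0383, 401747 to 403162) had the largest change on M9-P on the log2(TPM + 1) scale, from 211 ± 6.00 TPM in the wild type to 24.0 ± 0.21 TPM in the phoB knockout (log2 fold change -3.08, standard error 0.12, adjusted p = 1.9e-14, limma). Also called lower were cusB (471 ± 1.30 and 137 ± 2.41 TPM), phnC (9.09 ± 0.43 and 0.86 ± 0.50 TPM) and ugpB (18.3 ± 0.67 and 4.80 ± 0.17 TPM), with log2 fold changes of -1.77, -2.46 and -1.74 (adjusted p = 2.6e-07, 3.5e-07 and 2.2e-07, limma). With a pseudocount of 0.1 the change was larger for phnC, at -3.36, than for phoA, at -3.13, and limma-voom on the recovered fragments, chosen after the values were seen, gave -3.17 and -2.92. The call was lost for cusB with quantile normalization, at -1.47, and with a pseudocount of 10 for phnC, at -0.81, and ugpB, at -0.94. The values of phnD and phnN rest on few fragments. The gene phnD was at 1.59 ± 0.70 TPM in the wild type and 0.33 ± 0.09 TPM in the knockout (log2 fold change -0.93, adjusted p = 0.0233, limma), and phnN was higher in the knockout, at 3.76 ± 1.16 against 1.31 ± 0.66 TPM (log2 fold change 1.05, adjusted p = 0.0995, limma). Neither reached the limit, while limma-voom on the recovered fragments called both, at -1.79 and 1.73. Of the 106 genes 105 are in the table, and 86 were called here, 13 higher and 73 lower. The paper proposes that these genes depend on phosphate or are targets of PhoB indirectly.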

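Among the indirect targets of PhoB, the paper's lists hold 35 genes for cell motility and 15 for inorganic ion transport and metabolism. All 35 motility genes were called lower in the phoB knockout on M9-P, with log2 fold changes from -8.72 to -2.67 and a median of -5.10. A pseudocount of 10 moved the median most, to -2.85. The flagellin gene fliC (b1923, 2002110 to 2003606) was at 17882 ± 129 TPM in the wild type and 41.3 ± 1.98 TPM in the knockout (log2 fold change -8.72, standard error 0.05, adjusted p = 2.0e-28, limma). Of the 15 ion transport genes 12 were called, 2 higher and 10 lower. The study chose both lists on these libraries. In the 8 comparisons of the other knockouts with the wild type, the median of the same 35 genes ranged from -3.33 (cpxR on LB) to -0.03 (kdpE at 0.1 mM KCl).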

Interestingly, the COG category “cell motility” was more pronounced than “inorganic ion transport and metabolism,” indicative of the involvement of PhoRB in cell migration in addition to adapting to a phosphate-limited environment. Aside from the direct and indirect targets, the remaining 57 genes found to be associated with PhoB included 10 genes that were identified as a potential result of spurious binding, two genes that fell under the hypothetically functional binding category, and 45 genes that were possibly related to the KdpE network via cross-regulation.

**(iii) ZraR.** Finally, we chose to examine ZraR (formerly called HydG), which had been previously characterized as a σ^54^-dependent response regulator that activates chaperone ZraP to provide tolerance to high zinc concentrations (57–59). More recently, it has been proposed that ZraR is not directly involved in zinc resistance (60) but rather is simply activated by zinc to achieve its broader role in the envelope stress response, similar to CpxAR (61). Since the commonality of these differing theories centers on zinc, we chose to study ZraR regulatory activity on LB medium supplemented with 1 mM ZnCl_2_ (57). The ZraR iModulon included only two of the three previously published regulon genes, *zraR* and *zraP*. 

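With zinc, zraS (b4003, 4201926 to 4203323) rose in the wild type from 25.2 ± 5.08 TPM on LB to 192 ± 0.23 TPM with 1 mM ZnCl2, a log2 fold change of 2.89 (standard error 0.15, adjusted p = 1.9e-13, limma). The gene zraP (b4002, 4201263 to 4201688) rose from 103 ± 10.7 to 6840 ± 294 TPM (log2 fold change 6.04, standard error 0.27, adjusted p = 2.2e-14, limma) and zraR (b4004, 4203320 to 4204645) from 32.5 ± 5.26 to 153 ± 0.89 TPM (log2 fold change 2.21, standard error 0.12, adjusted p = 3.0e-13, limma). In total 914 genes were called between these media in the wild type, 520 higher and 394 lower with ZnCl2. The split depended on the scaling, with 438 higher and 443 lower after quantile normalization and 419 higher and 464 lower after median centring. Of the 914 genes, 722 were also called the same way in the zraR knockout on LB, without ZnCl2, and 6 the opposite way. Both comparisons use the same wild-type LB libraries, so the 914 changes cannot all be assigned to zinc.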

One of the regulon genes, *zraS*, was not identified by the iModulon. However, ChIP-exo binding peaks were observed upstream of all three regulon genes (*zraSR* and *zraP*), confirming that these genes are under the direct control of ZraR. The ChIP-exo results indicated only one additional direct target gene, *mgtA*, and the remaining 12 binding peaks might be attributed to spurious binding. DEGs were examined to identify indirect targets and expand direct targets (if any) of ZraR. 

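With ZnCl2, 114 of 3948 genes were called between the zraR knockout and the wild type, 57 higher and 57 lower in the knockout. The median log2 fold change of all genes was 0.19. The split changed with the scaling, to 21 higher and 62 lower with quantile normalization and to 18 higher and 65 lower with median centring. A limit of 1 on the log2 fold change gave 282 genes and a pseudocount of 10 gave 48, and with each library left out in turn the count lay between 113 and 115. On LB the same strains differed in 1017 genes, 505 higher and 512 lower.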

In the presence of 1 mM ZnCl_2_, 97 genes were found to be differentially expressed between the *zraR* knockout and wild-type strain. Four of these genes (*zraSR*, *zraP*, and *mgtA*) had corresponding upstream binding peaks found by ChIP-exo or were included in the ZraR iModulon. 

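In the zraR knockout with ZnCl2, zraP was at 1.15 ± 0.36 TPM, the lowest log2 fold change of the comparison at -11.65 (standard error 0.27, adjusted p = 9.5e-18, limma). The gene zraR was listed at 0 in both knockout libraries, and zraS was at 24.4 ± 1.23 TPM, a log2 fold change of -2.92 (standard error 0.15, adjusted p = 2.7e-12, limma). The magnesium transporter gene mgtA (b4242, 4467625 to 4470321) fell from 362 ± 14.5 to 121 ± 2.53 TPM, a log2 fold change of -1.57 (standard error 0.09, adjusted p = 3.4e-11, limma). On LB mgtA went the other way, at 17.6 ± 0.12 TPM in the wild type and 172 ± 11.2 TPM in the knockout (log2 fold change 3.22, adjusted p = 1.4e-17, limma). The knockout libraries on LB lay nearer to the wild type with ZnCl2 than to the wild type on LB. The root mean square log2 differences were 1.02 and 1.90, so the rise of mgtA on LB cannot be assigned to loss of ZraR.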

The remaining 93 DEGs can be attributed to indirect ZraR regulation. Therefore, ZraSR seems to be involved in cell migration and carbohydrate metabolism (Fig. 3) similar to CpxAR, further strengthening the cross-regulation of these two TCSs.

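Of the 31 motility genes among the paper's indirect targets of ZraR, all 31 were lower in the zraR knockout with ZnCl2 and 30 were called, with a median log2 fold change of -3.50. With a pseudocount of 10 the median was -2.13 and 21 were called. The flagellar gene flgC (b1074, 1131438 to 1131842) fell from 124 ± 5.39 to 2.13 ± 0.09 TPM, a log2 fold change of -5.32 (standard error 0.33, adjusted p = 6.6e-11, limma). Of 11 genes for carbohydrate transport and metabolism 9 were called, 2 higher and 7 lower in the knockout. All 31 motility genes are also on the paper's list for PhoB. The 35 genes of that list had a median log2 fold change of -3.14 here, and of -3.17 (baeR) and -3.33 (cpxR) in other knockouts on LB. It was -0.93 (baeR) and -0.99 (cpxR) on ethanol, and -0.03 and -0.21 in the kdpE knockout at 0.1 and 115 mM KCl. Lower motility genes were thus not specific to the zraR knockout. From the motility and carbohydrate categories the paper proposes that ZraSR is involved in cell migration and carbohydrate metabolism.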

Overall, integrating iModulons with ChIP-exo and DEGs enabled us to expand the global regulatory network contribution of each selected TCS and categorize genes in different modes (direct or indirect) of transcription regulation.

### ICA identifies potential novel inducers.

To identify potential novel inducers and interconnection between TCS pathways, we compared the activity levels of each TCS iModulon across all PRECISE experiments. To this end, the iModulon activities of each TCS were analyzed across their expected induction condition(s) in our experiments, as well as the previous conditions of PRECISE experiments. By calculating each TCS iModulon activity for the experiments under control conditions (e.g., LB medium for BaeSR, CpxAR, and ZraSR), a baseline was established for expected TCS behavior in the absence of an induction condition. From there, iModulon activities were calculated for all other experimental conditions across PRECISE and the other TCS experiments of this study, and then these activities were evaluated against the control condition iModulon activity. While many experimental conditions yielded iModulon activities indiscernible from those of the control, several key environmental inducers were shown to have significant differential activity for each TCS (Fig. 4). These results are important for understanding which types of environments are most likely to trigger TCS action. The ability to succinctly examine the activity levels of an iModulon over an ever-growing compendium of conditions enables the broad characterization of the iModulon’s response (or lack of response) to each of the conditions. Figure S2 shows the activity profiles for each of the five TCS response regulators (RRs) across all conditions, including PRECISE conditions and the new conditions tested in this study.

**FIG 4:**
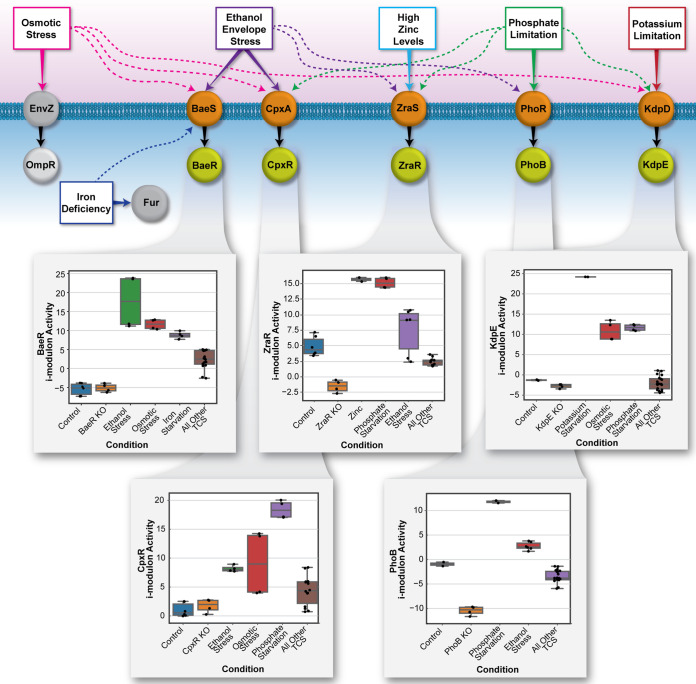
Cross-regulation among TCS and iModulon activities across selected conditions. The iModulon activity comes from the ICA-derived A matrix and represents the relative strength of the iModulon signal across the compendium of experimental conditions as described by Sastry et al. (7). The boxplots reflect a subset of conditions that are particularly relevant to the given iModulon. The *y* axis represents the iModulon activity level, and the *x* axis represent different experimental conditions. Graphical representations of the full iModulon activity profiles are available in Fig. S2 in the supplemental material.

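The activities of the iModulons were not recomputed here, since they depend on the expression profiles of other studies. As a measure of the same genes, their log2(TPM + 1) values were averaged in each library. The gene baeR was left out of the score for BaeR and cpxR out of the score for CpxR in every library, and all other genes were kept, including baeR in the score for CpxR, which is listed at 0 in the baeR knockout. For BaeR, with mdtA and spy, this score was 9.76 ± 0.03 in the wild type on ethanol and 5.18 ± 0.06 on LB. In the baeR knockout it was 4.43 ± 0.03 on ethanol and 5.10 ± 0.12 on LB. For CpxR, with 15 genes pooled from both iModulons that the paper links to CpxR, the score was 6.26 ± 0.06 in the wild type on ethanol and 6.20 ± 0.09 on LB, a difference within the spread of the libraries. Of these 15 genes 9 were higher and 6 lower on ethanol than on LB in the wild type, and 3 were higher and 12 lower in the cpxR knockout than in the wild type on ethanol, so the mean joins genes that moved in different directions. Over the 3 strains grown on ethanol, the mean difference between ethanol and LB was 2.16 for BaeR (exact permutation test within strains, 2-sided, p = 0.0556, adjusted over 4 scores 0.111, higher in 2 of 3 strains). The 3 strains include the baeR knockout, which lacks BaeR and in which the difference was -0.67, against 4.59 in the wild type and 2.57 in the cpxR knockout, so this p does not measure the response of strains with BaeR. For CpxR the mean difference was -0.12 (exact permutation test, p = 0.111, adjusted 0.13, lower in 2 of 3 strains), and its sign changed with median centring, to 0.15. Here too a strain without the regulator is included, the cpxR knockout with a difference of -0.30. The smallest p that the design allows is 0.00926.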

When observing the activity levels of ethanol sensors (BaeR and CpxR), we noted that a high average activity level occurred when the wild-type strain was cultured on LB plus 5% ethanol. Interestingly, both the BaeR and CpxR iModulons exhibited increased activity for a previous set of experiments that studied the effect of osmotic stress on E. coli K-12 MG1655 in relation to the OmpR regulon (62). Although Bury-Moné et al. (18) had suggested that 0.6 M NaCl did not activate a CpxR and BaeR target gene reporter, our results suggest that osmotic stress (via the addition of 0.3 M NaCl) may induce BaeR and CpxR to some extent. A prior study attempted to identify cross-regulation between CpxAR and OmpR-EnvZ systems (63). In addition to osmotic stress induction, previous PRECISE iron starvation conditions (64) also yielded a significant increase in BaeR iModulon activity, which indicates that BaeR may also be involved in response to iron deficiency (Fig. 4). 

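The mean log2(TPM + 1) of the 15 CpxR iModulon genes was 8.37 ± 0.00 in the wild type and 8.58 ± 0.01 in the phoB knockout on M9-P, against 7.14 ± 0.04 in the phoB knockout on M9. In the 7 groups without a stimulus it lay between 5.65 and 7.14, with the phoB knockout on M9 as the highest. The difference between M9-P and M9 in the knockout, 1.44, is larger than the replicate spread, and the wild type was not compared with M9. The gene cpxP rose from 748 ± 36.9 TPM on M9 to 12059 ± 192 TPM on M9-P in the phoB knockout (log2 fold change 4.01, standard error 0.14, adjusted p = 5.3e-16, limma), while the median over all genes shifted by -0.65. The comparison of cpxP was chosen after its values were seen.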

For CpxR, iModulon activity peaks also occurred across experiments testing for phosphate starvation. The array of conditions inducing the BaeR and CpxR iModulons is reasonable considering the response regulators’ extensive functionalities and roles in responding to cell envelope stress (Fig. 4).

KdpE was shown to be directly phosphorylated by PhoR under simultaneous potassium and phosphate limitation (45). 

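The mean log2(TPM + 1) of the KdpE iModulon genes kdpA, kdpB, kdpC, kdpD and kdpE was 11.73 ± 0.06 in the wild type at 0.1 mM KCl and 3.16 ± 0.06 at 115 mM KCl. On M9-P it reached 6.51 ± 0.04 in the wild type and 6.97 ± 0.06 in the phoB knockout, against 3.23 ± 0.07 in the phoB knockout on M9. In the phoB knockout kdpA (b0698, 727059 to 728732) rose from 1.05 ± 0.02 TPM on M9 to 1497 ± 26.2 TPM on M9-P, a log2 fold change of 9.52 (standard error 0.23, adjusted p = 8.6e-19, limma). Between the strains on M9-P kdpA showed no significant difference, with 1230 ± 35.9 TPM in the wild type (log2 fold change 0.28, adjusted p = 0.376, limma). In the same operon kdpB (473 ± 14.0 TPM in the phoB knockout and 301 ± 14.5 TPM in the wild type) and kdpC (138 ± 1.86 and 66.2 ± 3.84 TPM) were higher in the knockout on M9-P, with log2 fold changes of 0.65 and 1.05 (adjusted p = 6.1e-04 and 0.00251, limma), under the limit for a call. The kinase gene kdpD was at 34.2 ± 0.20 TPM on M9-P and 26.6 ± 1.28 TPM on M9 in the phoB knockout (log2 fold change 0.35, adjusted p = 0.00135, limma). The median over all genes in that comparison was -0.65, and with quantile normalization the value of kdpD was 1.11. The kdp genes named here were chosen for this comparison after their values were seen. According to the methods, M9-P lacked the potassium phosphate salt of M9 as well as the sodium salt. These values therefore do not separate a response to phosphate from a response to potassium.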

Consistent with this, we observed high peak activity of the KdpE iModulon for our TCS experiments conducted on phosphate-depleted M9 medium, in addition to the expected induction of the wild-type strain on TMA plus 0.1 mM KCl (Fig. 4). Another notable iModulon activity increase was observed for a subset of PRECISE experiments that were conducted under osmotic stress (62), which is consistent with KdpE’s documented induction under salt stress (42, 43). Compared to KdpE, the PhoB iModulon was active in several of our other TCS experimental conditions, with an especially notable trend of activity increases for all our samples on LB plus 5% ethanol stress. 

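The mean log2(TPM + 1) of the 6 PhoB iModulon genes was higher on ethanol in each of the 3 strains. It rose from 4.63 ± 0.08 to 7.29 ± 0.02 in the wild type, from 4.61 ± 0.06 to 6.18 ± 0.12 in the baeR knockout and from 4.66 ± 0.06 to 6.73 ± 0.00 in the cpxR knockout. The mean difference was 2.10 (exact permutation test within strains, 2-sided, p = 0.00926, the smallest that the design allows, adjusted over 4 scores 0.037, higher in 3 of 3 strains). On M9-P the wild type reached 8.88 ± 0.03. The gene pstS rose from 54.4 ± 8.96 TPM on LB to 675 ± 23.0 TPM on ethanol in the wild type (log2 fold change 3.62, standard error 0.11, adjusted p = 7.9e-17, limma), a comparison chosen after its values were seen.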

Although PhoB is not generally thought to be a component of the envelope stress response, these iModulon activity increases could potentially be linked to previous research that has found ethanol to induce calcium phosphate crystallization (65, 66) that could limit the amount of freely available phosphate and mirror starvation conditions. For the PRECISE experiments, the PhoB iModulon activity was significantly lower than the PhoB iModulon activity under the phosphate starvation condition in this study. For example, the experiment with the highest PhoB iModulon activity in PRECISE, a *yddM* knockout experiment (67), had a PhoB activity of 2.8, which is only 23% of the phosphate starvation condition PhoB iModulon activity of 11.8. The lower PhoB iModulon activities in the PRECISE experiments is consistent with the absence of phosphate starvation conditions in any of the previous experiments (Fig. 4).

Notably, the ZraR iModulon includes only the two expected regulon genes, *zraR* and *zraP*, yet this iModulon exhibits significantly heightened activity over a surprisingly wide range of experimental conditions apart from LB plus 1 mM ZnCl_2_ (Fig. S2). For this study’s experiments, the ZraR iModulon activity was high for all experiments conducted in phosphate-depleted M9 medium and most experiments conducted in LB plus 5% ethanol. 

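For the ZraR iModulon genes zraP and zraR, the mean log2(TPM + 1) was 7.55 ± 0.04 in the wild type and 7.65 ± 0.03 in the phoB knockout on M9-P, against 3.09 ± 0.38 in the phoB knockout on M9. With ZnCl2 the wild type reached 10.00 ± 0.03. On ethanol the score was 6.40 ± 0.23 in the baeR knockout and 7.43 ± 0.01 in the cpxR knockout, above 3.86 ± 0.45 and 3.72 ± 0.03 on LB. In the wild type it went the other way, from 5.88 ± 0.04 on LB to 3.99 ± 0.07 on ethanol. The wild type on LB had the highest score of the 7 groups without a stimulus, so this fall rests on its LB libraries as well. From LB to ethanol in the wild type, zraP fell by 5.18 on the log2 scale (adjusted p = 4.1e-13, limma), while zraR rose to 86.6 ± 3.09 TPM (log2 fold change 1.39, adjusted p = 7.3e-10, limma). The value of zraR was past the limit with quantile normalization at 1.51, with median centring at 1.53 and without replicate 1 of the wild type on LB at 1.56. Over the 3 strains the mean difference between ethanol and LB was 1.45 (exact permutation test within strains, 2-sided, p = 0.13, adjusted over 4 scores 0.13, higher in 2 of 3 strains). In the phoB knockout zraP rose from 2.13 ± 1.40 TPM on M9 to 857 ± 4.48 TPM on M9-P (log2 fold change 8.18, adjusted p = 1.6e-16, limma).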

The high activity of the iModulon across diverse conditions supports the view of ZraR as a broader regulator past simple zinc resistance; specifically, ethanol’s activation of the iModulon could be indicative of ZraR’s relation to ESR, as previously suggested (61) (Fig. 4).

Overall, combining our new data set with PRECISE and applying ICA enabled us to identify potential cross-regulation between TCS pathways, which allowed the identification of novel or noncognate TCS-inducer pairs. Both the known induction conditions validated by this study and the novel induction conditions illuminated by this study are summarized in Table 3 below.

**TABLE 3:** Response regulator induction across various conditions using ICA iModulon activity levels

Response regulator	ICA-identified induction conditions also found in previous studies	Novel ICA-identified induction conditions
BaeR	Ethanol stress; osmotic stress	Iron starvation
CpxR	Ethanol stress; osmotic stress	Phosphate starvation
KdpE	Potassium starvation; osmotic stress	Phosphate starvation
PhoB	Phosphate starvation	Ethanol stress
ZraR	Zinc; ethanol stress	Phosphate starvation

### Validation of results.

Before using the various gene data sets to scrutinize the regulatory network of each TCS, the quality of the newly generated data was first evaluated. Namely, the peaks found with ChIP-exo were shown to contain the published consensus motif of each TCS, and the RNA-seq data were analyzed to verify TCS regulon induction under their respective stimulation conditions.

### Verifying ChIP-exo binding peaks.

To validate the binding peaks found by the ChIP-exo analysis, the peaks associated with direct targets from this study were compared to known binding peak motifs using AME (analysis of motif enrichment) from the MEME Suite (68). AME computes position-weight matrix (PWM) score by comparing sequence to the motif. Strong binding sites may have higher PWM scores, while weak binding sites have low PWM scores. The experimentally identified peaks that were found to match the consensus motif as represented by RegulonDB (69) are summarized below in Table 4.

**TABLE 4:**
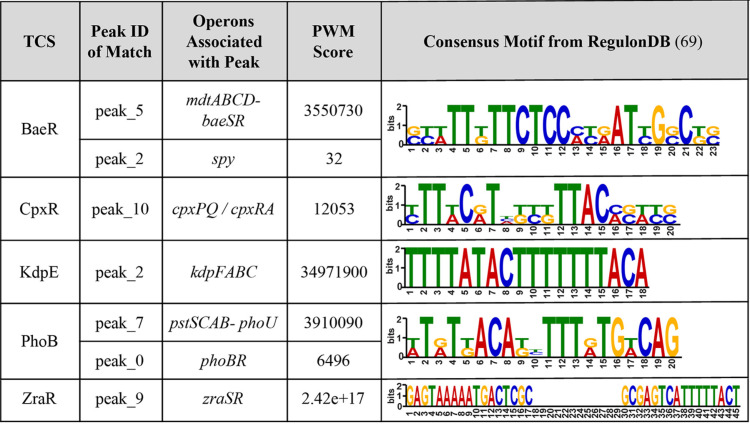
ChIP-exo peaks for direct target genes that were identified as a match to the consensus motif by AME^*a*^

a The position-weight matrix (PWM) score represents the average odds score of a single ChIP-exo peak sequence in comparison to the motif PWM across each position in the sequence.

All five of the examined TCSs were shown to have at least one direct target ChIP-exo peak that matches the consensus motif using AME. In accordance with expectations, the matching peaks pinpointed by AME included canonical primary targets of each TCS response regulator. A visualization of the peak genomic location and sequence match to the consensus motif is shown below in Fig. 5 for the *pstSCAB-phoU* peak (identifier [id], peak_7) that was identified as a match to the PhoB consensus motif.

**FIG 5:**
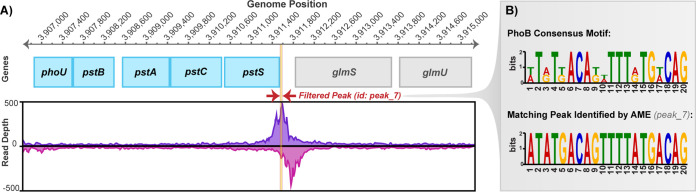
(A) Example of ChIP-exo peak identification with PhoB peak_7 (*pstSCAB-phoU* operon). (B) Comparison of PhoB binding consensus motif to peak_7, which was identified as a match by AME.

### Examining induction with RNA-seq differential gene expression.

The results of this study rely upon the adequate stimulation of the various TCSs under their various induction conditions. As a verification of these induction conditions, a closer look is given to differential gene expression in both the unstimulated and stimulated conditions. For the histidine kinase and response regulator genes of each TCS, the response regulator knockout versus wild-type RNA-seq gene expression is compared under both the unstimulated and stimulated conditions to confirm successful induction (Table 5). A broader comparison of the response regulator knockout versus wild-type expression for the entire direct regulon of each TCS is available in Data Set S5.

**TABLE 5:** Summary of differential expression of response regulator knockout versus wild-type strains under unstimulated and stimulated conditions for each TCS gene

TCS	TCS gene	Unstimulated condition, knockout vs wild type		Stimulated condition, knockout vs wild type	
		Log_2_ fold change	*P* value	Log_2_ fold change	*P* value
BaeR	*baeS*	−0.41	2.96E−01	−4.62	4.22E−15
	*baeR*	−8.83	6.47E−09	−9.43	4.09E−10
CpxR	*cpxA*	−2.20	5.29E−94	−3.93	4.95E−77
	*cpxR*	−12.55	3.53E−17	−11.35	2.65E−14
KdpE	*kdpD*	−0.22	1.28E−01	−6.78	≅0.00E+00
	*kdpE*	−8.09	1.54E−06	−13.86	1.51E−20
PhoB	*phoR*	−1.52	1.42E−12	−3.16	1.41E−151
	*phoB*	−9.95	1.45E−10	−15.61	8.47E−26
ZraR	*zraS*	−0.02	9.45E−01	−3.18	4.00E−139
	*zraR*	−10.67	5.38E−13	−13.33	5.44E−19

10.1128/mSystems.00980-20.8 DATA SET S5 Differential expression of TCS RR regulons under unstimulated and stimulated conditions. Download Data Set S5, XLSX file, 0.04 MB. Copyright © 2020 Choudhary et al. 2020 Choudhary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Both the histidine kinase and response regulator genes were shown to be differentially expressed at their respective stimulation condition with a log fold change greater than 1.5 and a *P* value less than 0.05 (Table 5). This observation confirms that each of the TCS genes was more expressed in the wild-type strains versus the response regulator knockout (KO) strains under induction. All histidine kinase and response regulator genes other than *cpxR* exhibited a greater magnitude of log fold change than the unstimulated condition. 

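The difference of the knockout effect between the media was tested with an interaction contrast in limma, the log2 fold change with the stimulus minus that without it. It was -3.62 for baeS (standard error 0.32, adjusted p = 7.5e-09, limma), -1.78 for cpxA (standard error 0.17, adjusted p = 1.8e-08, limma), -6.28 for kdpD (standard error 0.13, adjusted p = 9.5e-19, limma) and -3.02 for zraS (standard error 0.21, adjusted p = 3.9e-11, limma). A pseudocount of 10 moved the difference of baeS most, to -1.66. Adjusted over the list alone, all 8 kinase and regulator genes were under 0.05, with 3.1e-06 as the largest adjusted p of limma. In limma-voom on the recovered fragments the differences of the deleted genes baeR and cpxR, -0.60 and 1.20, were no longer past the threshold. Without the stimulus baeS was at 4.96 ± 1.31 TPM in the knockout and 7.55 ± 2.51 TPM in the wild type, cpxA at 32.4 ± 1.46 and 163 ± 0.51 TPM, kdpD at 24.2 ± 2.14 and 29.1 ± 2.20 TPM, and zraS at 26.8 ± 2.22 TPM in the knockout. The log2 fold changes there were -0.51, -2.30, -0.26 and 0.10 in this order. With each library left out in turn, that of baeS lay between -0.81 and -0.20 and that of kdpD between -0.35 and -0.17. That of zraS was -0.10 without replicate 2 of the wild type on LB. For the deleted regulator genes the contrast holds only the wild type's own response to the stimulus, because they are listed at 0 in both media of the knockout. The genes phoB and phoR were not tested in this way, since the wild type on M9 was not analysed here. The paper uses this comparison as its check that the systems were induced.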

Overall, this serves as an independent validation of successful induction of the histidine kinase elements to the respective stimuli.

## DISCUSSION

E. coli uses two-component systems (TCSs) to respond to environmental signals by modulating gene expression. Each TCS employs a signal transduction mechanism to modulate target gene expression when a certain stimulus is received. These signal transduction systems form a part of the global transcriptional regulatory network (TRN). In this study, we identified the TRN contributions of five TCSs in E. coli: BaeSR and CpxAR, which were stimulated by ethanol stress, and KdpDE, PhoRB, and ZraSR, which were stimulated by potassium limitation, phosphate limitation, and added zinc, respectively. The recent identification of iModulons in E. coli’s transcriptome (7) enables new capabilities to further explore its response to environmental stimuli. Here, this ICA-driven iModulon determination process was implemented in combination with ChIP-exo data analysis to study the TRN contribution of five TCSs. This technique delivered three key results: (i) pinpointing and validation of the target genes for each TCS; (ii) determination of modes of transcriptional regulation of the target genes for each TCS; and (iii) the elucidation of TCS activity across various conditions and novel relationships among TCSs.

The integrative approach of combining ICA, Chip-exo, and RNA-seq data sets provided us with the strong evidence to expand the global regulatory network of each of the five TCSs (BaeSR, CpxAR, KdpDE, PhoRB, and ZraSR) and decipher different modes of transcriptional regulation. With this study, we extend the scope of TRNs beyond direct regulations by defining indirect targets, cross-regulatory networks, and hypothetically functional binding genes. Apart from the classically studied direct targets, genes in cross-regulatory networks and hypothetically functional binding genes fall into new categories that are of particular interest. For example, *ompC* was characterized as a hypothetically functional binding gene target of CpxR, since it was previously reported as part of the CpxR regulon in response to high acetyl phosphate (36) and we identified ChIP-exo binding peaks upstream of it. However, we did not observe any differential expression of this gene or iModulon activity. The lack of response in *ompC* expression could be due to the absence of the high acetyl phosphate condition in our experiments that would be necessary for the change in *ompC* expression to occur. Therefore, we classified this gene in the “hypothetically functional binding gene” category, suggesting a possible regulation of this gene via CpxR despite the lack of substantiation with RNA-seq expression results. Similarly, two genes (*sbcC* and *sbcD*) from the PhoRB network were characterized as hypothetically functional binding genes, which could also indicate that these genes are potential binding targets of PhoB.

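The genes sbcC (b0397, 412607 to 415753) and sbcD (b0398, 415750 to 416952) overlap at their ends on the chromosome. They were at 9.06 ± 0.62 and 15.5 ± 0.35 TPM in the wild type and at 8.01 ± 0.92 and 11.1 ± 1.95 TPM in the phoB knockout on M9-P. The log2 fold change of sbcC was -0.16 (standard error 0.13, adjusted p = 0.372, limma) and changed sign with quantile normalization, to 0.08. For sbcD it was -0.46 (standard error 0.16, adjusted p = 0.0348, limma), under the limit for a call. The value of sbcD was -0.20 with quantile normalization and between -0.63 and -0.30 with each library left out in turn.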

The “cross-regulatory network” category included genes that were identified in the iModulon and/or published regulon but could not be confirmed using ChIP-exo methods and/or DEGs. This category of genes is of interest because they show the interwoven and signal-specific nature of the TRN. It could be postulated that cases where the genes were just identified by iModulons and not DEGs were due to a more stringent threshold for calculating DEGs. However, it may be more accurate to consider the unique, albeit complementary, perspectives offered by iModulons and DEGs on the effects of gene knockouts. Specifically, iModulons identify genes that are coexpressed, and likely coregulated, across over 300 expression conditions, whereas DEGs offer a targeted analysis of the effect of a single regulator knockout. Due to the larger data set feeding ICA, patterns can be deciphered that may appear insignificant by DEG analysis alone. For example, we observed five genes in the cross-regulatory network of the CpxR regulon (*alx*, *mdtJ*, *yjfN*, *yliI*, and *yobB*) that were identified by iModulons but not by DEGs because of low *P* value significance (>0.05 threshold). This example highlights the capability of ICA in deciphering the global TRN. When comparing the iModulon and published regulon data sets, it should be noted that the number of iModulon genes is sometimes significantly smaller than the number of regulon genes, as seen with CpxR and PhoB in this study and also many of the other regulators in PRECISE (7). This difference alludes toward the fundamental challenge of determining a global TRN (70) and determining the condition-specific regulon of each regulator. The iModulons may reveal a more specific niche of regulator activity at the subset of conditions available in this study and PRECISE, as opposed to all the many conditions included in RegulonDB. Indeed, it has been shown that both CpxR and PhoB exhibit considerable condition-specific variability in the expression of their regulon genes (71, 72).

In addition to introducing new ways to categorize RNA-seq and ChIP-exo results, we show that applying ICA to transcriptomics data provides a thorough understanding of TCS TRN contributions. Even further, we are able to propose novel relationships between different regulatory elements. For example, we identified that apart from the previously known ethanol stress as an inducer of BaeR, osmotic stress and iron deficiency may also modulate BaeR target gene binding; however, additional experimentation would be necessary to verify this relationship. Other novel relationships were indicated by the increase in CpxR and ZraR iModulon activities under phosphate starvation conditions, which suggests that phosphate-limiting conditions may also act as an inducer for CpxAR and ZraSR two-component systems. Conversely, we also identified a potential involvement of PhoRB and ZraSR in the envelope stress response. One possible explanation of the link between phosphate starvation and envelope stress response could be the role of each of the stimuli in biofilm formation. Specifically, it has been suggested that the phosphate starvation of E. coli results in the modification of lipopolysaccharides to increase biofilm formation (73), and CpxAR has been proposed to be induced by biofilm formation due to its sensing of cell adhesion (34). Therefore, the phosphate starvation in this study may have stimulated biofilm formation, which may have in turn induced CpxAR and broader ESR targets. We were also able to confirm previously documented relationships between KdpDE and PhoRB systems (45) wherein the activity of the KdpE iModulon was found to be high under phosphate-limited conditions, in addition to potassium and osmotic stress. Taken together, this study identified several new potential relationships and provided evidence toward suspected relationships by focusing on only five out of the 29 complete TCSs. As the scope increases past these five TCSs, there is potential for identifying additional novel relationships to enhance our knowledge of TRN interconnectedness.

Finally, we validated the gene sets falling in each category by comparing the known consensus motifs using AME. We observed that at least one direct target ChIP-exo peak for each TCS matched the consensus motif using AME. Interestingly, two genes (*sspA* and *sspB*) that were categorized as potentially spurious binding peaks for BaeR were also found to match the consensus BaeR motif. This result could indicate that the *sspAB* operon should be reclassified as a novel binding target of BaeR. The gene *sspA* has been shown to be essential for survival during acid-induced stress (74), so a relationship to the envelope stress-mediating BaeSR TCS does not seem improbable. However, further experimentation would be necessary to validate *sspAB* as a potential binding target of BaeR, especially with the lack of RNA-seq substantiation in this study.

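In the baeR knockout on ethanol, sspA (b3229, 3376782 to 3377420) was at 381 ± 6.71 TPM against 785 ± 44.7 TPM in the wild type, and sspB (b3228, 3376279 to 3376776) at 227 ± 8.29 against 563 ± 16.0 TPM. The log2 fold changes of sspA and sspB were -1.04 and -1.30 (adjusted p = 4.3e-12 and 3.0e-12, limma), larger than the replicate spread and under the limit for a call, in a comparison where most genes lay lower in the knockout. With a limit of 1 both were called. Scaling brought the values of sspA and sspB to -0.77 and -0.98 with quantile normalization, -0.56 and -0.82 with median centring and -0.43 and -0.69 with limma-voom on the recovered fragments.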

In summary, we suggest that integrating ChIP-exo and DEG analyses with ICA can provide a deeper understanding of the transcriptional regulatory network of E. coli. In particular, ICA provides a broad view of TCS activity over diverse conditions, enables the detection of noncognate inducers to response regulators (this study), and can identify redundancy in TF actions (HprSR and CusSR) (our previous study [7]) by showing that different external signals cause expression of the same set of genes. This robust validation of the five TCSs’ contributions to the E. coli TRN expands the current knowledge base by identifying new potential direct and indirect targets of each TCS RR and by confirming previously predicted or inferred TCS target genes that were found in earlier studies. Looking forward, the horizon of bacterial “awareness” can be examined by incorporating these results into a genome-scale reconstruction of two-component systems which can reliably predict metabolic capabilities under different environmental conditions.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

Strains used in this study are E. coli K-12 MG1655 and its derivatives (deletion strains and myc-tagged strains). As previously described (75), strains retaining 8-myc were generated by a λ red-mediated site-specific recombination system targeting the C-terminal region of each selected response regulator. Knockout mutants (Δ*baeR*, Δ*cpxR*, Δ*kdpE*, Δ*phoB*, and Δ*zraR*) were generated according to the procedure of Datsenko and Wanner (76), using pKD13 and pKD46 as suggested by the authors (please refer to Table S1 in the supplemental material for a full list of oligonucleotides). All knockouts are complete deletions, except for KdpE; the KdpE locus could potentially produce an 18-bp peptide, since the sequence after the stop codon contains too many A/T-rich repeats for proper oligonucleotide annealing so the binding site had to be shifted into the coding region (please see Table S1 for the oligonucleotide list). If not stated otherwise, cells were grown in precultures prepared from glycerol stocks overnight and then transferred to fresh medium the next morning. For ethanol sensors (BaeR and CpxR), cells were grown at 37°C in liquid LB medium to an optical density at 600 nm (OD_600_) of 0.5, and then ethanol was added to a final concentration of 5% (wt/vol). To ensure proper binding of RRs to their target genes, cells were grown for 30 min in the presence of ethanol before being collected for ChIP-exo and RNA-seq. This growth condition was chosen according to Bury-Moné et al. (18) (see Table 1 in reference 18) who showed that 5% ethanol led to the strongest induction of β-galactosidase reporters for CpxR and BaeR among all tested conditions (i.e., 2 mM and 4 mM indole, 3% and 5% ethanol, 0.5 mM dibucaine, 5 mM EDTA, and 0.6 M NaCl). For RNA-seq controls, cells were grown in liquid LB medium and collected at an OD_600_ of 0.5. The KdpDE TCS induces expression of the high-affinity K^+^ transporter KdpFABC under K-limiting conditions (Schramke et al. [45]). According to Schramke et al. (45), KdpD acts as a phosphatase on KdpE-P and prevents production of the high-affinity K^+^ transporter at high extracellular K^+^ concentration (>5 mM). When environmental levels of K^+^ fall below the threshold for autokinase activation, *kdpFABC* expression is initiated; however, as long as the intracellular K^+^ concentration remains high, the KdpD phosphatase activity remains stimulated (Schramke et al. [45]). Therefore, to induce KdpDE, cells were grown in K-sufficient conditions, washed, and then grown under K-limiting conditions to ensure drops in intracellular K^+^ levels below the threshold level and thus proper induction of the TCS. To do this, cells were grown at 37°C overnight in liquid Tris-maleic acid minimal medium (TMA) (44, 45) supplemented with 115 mM KCl and 0.4% (wt/vol) glucose and then washed twice with TMA containing 0.1 mM KCl and 0.4% (wt/vol) glucose. Cells were inoculated in TMA with 0.1 mM KCl and 0.4% (wt/vol) glucose and collected at an OD_600_ of 0.5 for ChIP-exo and RNA-seq analysis. For RNA-seq controls, cells were grown in liquid TMA supplemented with 115 mM KCl and 0.4% (wt/vol) glucose and collected at an OD_600_ of 0.5. For induction of the PhoRB TCS, we chose to use M9 minimal medium without any phosphate to ensure proper induction of the system. To our knowledge, this condition was not used before. To induce phosphate-limiting conditions, cells were grown in liquid M9 minimal medium (containing phosphate) until an OD_600_ of 0.5 was reached. Growing cells until the mid-exponential growth phase was necessary, because the lack of phosphate led to growth arrest. The cells were then washed three times with M9 minimal medium without phosphate (M9-P) (without Na_2_HPO_4_ and KH_2_PO_4_) and incubated in M9-P for 60 min (about the doubling time of strain MG1655 in M9 minimal medium) at 37°C. Cells were then collected for ChIP-exo and RNA-seq analysis. For RNA-seq controls, Δ*phoB* cells were grown in liquid M9 minimal medium and collected at an OD_600_ of 0.5 (WT samples were taken from reference 7; see Table 1). For ZraSR, cells were grown at 37°C in liquid LB medium containing 1 mM ZnCl_2_ by the method of Leonhartsberger et al. (57) but without the addition of glucose to the LB medium. At an OD_600_ of 0.5, cells were collected for ChIP-exo and RNA-seq analysis. For RNA-seq controls, cells were grown in liquid LB medium and collected at an OD_600_ of 0.5. Samples for ChIP-exo and RNA-seq were taken independently.

10.1128/mSystems.00980-20.3 TABLE S1 Oligonucleotides used in this study to add an 8-myc tag or to knock out genes. Download Table S1, PDF file, 0.04 MB. Copyright © 2020 Choudhary et al. 2020 Choudhary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### RNA-seq.

For RNA-seq, 3 ml of culture was mixed with 6 ml of RNAprotect bacterial reagent (Qiagen) and processed according to the manufacturer’s instructions. Cell pellets were frozen and stored at –80°C until processed. RNA was extracted using the Zymo Research Quick RNA fungal/bacterial microprep kit, according to the manufacturer’s instructions. rRNA was removed from total RNA preparations using RNase H. First, traces of genomic DNA were removed with a DNase I treatment. Then, secondary structures in the rRNA were removed by heating to 90°C for 1 s. A set of 32-mer DNA oligonucleotide probes complementary to 5S, 16S, and 23S rRNA subunits and spaced nine bases apart were then annealed at 65°C followed by digestion with Hybridase (Lucigen), a thermostable RNase H. Hybridase was added at 65°C, the reaction mixture was incubated for 20 min at that temperature, then heated again to 90°C for 1 s to remove remaining secondary structures, and finally returned to 65°C for 10 min. The reaction was quickly quenched by the addition of guanidine thiocyanate while still at 65°C before purifying the mRNA with a Zymo Research RNA Clean and Concentrator kit using their 200-nucleotide (nt) cutoff protocol. Carryover oligonucleotides were removed with a DNase I digestion which was started at room temperature and gradually increased to 42°C over a half hour. This was followed up with another column purification as stated above.

Paired-end library preparation was done using the KAPA RNA HyperPrep kit following the manufacturer’s instructions with an average insert size of 300 bp. The libraries were then analyzed on an Agilent Bioanalyzer DNA 1000 chip (Agilent). RNA-seq libraries were sequenced on the NextSeq 500 (Illumina) at the Salk Institute for Biological Studies, La Jolla, CA, USA. RNA-seq experiments were performed in duplicates.

### ChIP-exo experiments.

To identify binding sites for each response regulator under their respective induction conditions (see above and Table 1), ChIP-exo experiments were performed as described previously (64). Specifically, cells were cross-linked in 1% formaldehyde and DNA bound to each response regulator was isolated by chromatin immunoprecipitation (ChIP) with the specific antibodies that recognize the myc tag (9E10; Santa Cruz Biotechnology) and Dynabeads Pan Mouse IgG magnetic beads (Invitrogen). This was followed by stringent washing as described earlier (77). To perform on-bead enzymatic reactions of the ChIP-exo experiments, ChIP materials (chromatin-beads) were used (5). The method has been described in detail previously (64, 67). ChIP-exo experiments were performed in duplicates. ChIP-exo libraries were sequenced on the NextSeq 500 (Illumina) at the Sanford Burnham Prebys Medical Discovery Institute, La Jolla, CA, USA, or on the NextSeq 500 (Illumina) at the Salk Institute for Biological Studies.

### ChIP-exo processing and peak calling.

The ChIP-exo sequence reads were mapped onto the reference genome (E. coli MG1655 GenBank accession no. NC_000913.3) using bowtie (78) with default options as also described previously (64, 67). This generated SAM (sequence alignment/map) output files. Peak calling from biological duplicates for each experimental condition was done using the MACE program (79). Two-level filtering of ChIP-exo data was done: first, we removed any peaks with a signal-to-noise (S/N) ratio of less than 1.5 to reduce false-positive peaks. The top 5% of the signals at genomic positions was set as the noise level as previously described (64, 67). MetaScope (https://sites.google.com/view/systemskimlab/software) was used to visualize the peaks. To further reduce the false-positive peaks, a cutoff analysis was done for each regulator on the S/N ratio (see Fig. S1 in the supplemental material). We removed any peaks that had a S/N ratio below the threshold. Thereafter, the peak was assigned to the nearest operon on both strands. Operons located within 500 bp of the peak were considered. Specifically, if a peak was upstream of an operon, we considered all the genes in that operon to be regulated by that response regulator.

10.1128/mSystems.00980-20.1 FIG S1 Cumulative count of peaks occurring above the signal-to-noise (S/N) ratios for each response regulator. The gray dashed line indicates the elbow point in additional peaks occurring at decreasing S/N ratio, which was selected as the minimum threshold for filtering peaks by S/N ratio. Download FIG S1, PDF file, 0.4 MB. Copyright © 2020 Choudhary et al. 2020 Choudhary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00980-20.2 FIG S2 The “A Matrix” produced by ICA shows the relative activity level for each iModulon across all conditions (PRECISE plus new TCS conditions). This figure shows the A Matrix activity profile for each of the five TCS iModulons across all conditions. The bars shown in color below correspond to the color of their activity boxplot that was presented in Fig. 4 in the main text, whereas the gray bars reflect the PRECISE conditions that were excluded from the boxplot. Download FIG S2, PDF file, 0.3 MB. Copyright © 2020 Choudhary et al. 2020 Choudhary et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Analysis of motif enrichment for consensus in ChIP-exo peaks.

After the final S/N thresholding and 500-bp cutoffs were applied to filter the ChIP-exo data, the resulting binding peaks were buffered with a margin of 20 bp on either end of their sequence and then compared to the published consensus motif to identify matching sequences (Table 4). The search was performed by analysis of motif enrichment (AME) from the MEME suite (68) using the options “--scoring avg --method fisher --hit-lo-fraction 0.25 --evalue-report-threshold 10.0 --control --shuffle-- --kmer 2.” The “--scoring avg” option specifies that the method of scoring a sequence compared to the motif’s PWN consists of averaging the motif odds score across all positions in the sequence. The “--method fisher” option selects the one-tailed Fisher’s exact test method to evaluate motif enrichment. The fraction of maximum log odds for scoring a potential match was specified as 0.25 using “--hit-lo-fraction 0.25,” and the E value for reporting was arbitrarily set at 10 (no TCS had more than 10 identified sequences) using “-evalue-report-threshold 10.0.” A zero-order Markov sequence model was created by AME to normalize for biased distributions; additionally, AME created a control sequence by shuffling the letters in each of the input sequences while preserving 2-mers using “--control --shuffle-- --kmer 2.”

### Differential gene expression.

RNA-seq sequence reads were mapped onto the reference genome (E. coli MG1655 GenBank accession no. NC_000913.3) using bowtie 1.1.2 (78) with the following options “-X 1000 -n 2 − 3 3,” where X is maximum insert size, n is number of mismatches, and −3 3 denotes trimming of three base pairs at the 3′ end. Read count was performed using *summarizeOverlaps* from the R *GenomicAlignments* package, using options “mode=“IntersectionStrict,” singleEnd=FALSE, ignore.strand=FALSE, preprocess.reads=invertStrand” (80). Differential gene expression was identified by *DESeq2* (81). Genes with log_2_ fold change of >1.5 and a false discovery rate (FDR) value of <0.05 were considered differentially expressed genes. Genes with *P* values assigned “NA” (for not available) based on extreme count outlier detection were not considered potential DEGs.

### Independent component analysis.

To identify independent sources of gene expression control, independent component analysis (ICA) was applied to the combined data set that consisted of all 278 RNA-seq gene expression data from PRECISE (7) and 32 data sets from this study which included gene expression data of knockout mutants and wild-type strains under stimulated and unstimulated conditions. Genes with less than 10 fragments mapped per million reads across the entire data set were removed from the RNA-seq data sets to reduce noise. FastICA was performed 100 times with random seeds and a convergence tolerance of 10^−6^. For each iteration, we constrained the number of components to the number that generates 99% variance in principal-component analysis (PCA). We further used DBSCAN to cluster the resulting components to identify a set of robust independent components using a minimum cluster seed size of 50. We repeated this process five times, and only the components that occurred consistently in each run were taken. iModulons were extracted as previously described (7).

### iModulon characterization.

We checked for the significant genes in each iModulon and mapped it to the set of genes regulated by a specific regulator or transcription factor. This comparison was done using one-sided Fisher’s exact test (FDR < 10^−5^). The regulon/regulator with the lowest *P* value was given the name of the iModulon. The regulon/regulators that were not characterized by this method were further analyzed through Gene Ontology (GO) enrichment. In this case, significant genes in each iModulon were compared to genes in each GO term, and a *P* value was assigned using the one-sided Fisher’s exact test (FDR < 10^−5^). The GO term with the lowest *P* value was assigned as the name of the iModulon.

### Data availability.

The ChIP-exo and RNA-seq data sets have been deposited into GEO with the accession number GSE143856. All other data are available in the supplemental material.

## Supplementary Material

Reviewer comments

# Supplementary material for: Elucidation of Regulatory Modes for Five Two-Component Systems in Escherichia coli Reveals Novel Relationships
**Source:** mSystems. 2020 Nov 10;5(6):e00980-20. doi: 10.1128/mSystems.00980-20
**Supplement:** TABLE S1

| Oligo Name | TCS Gene Name | sequence 5'- 3'                                                                        |
|------------|---------------|----------------------------------------------------------------------------------------|
| BaeR myc F | BaeR          | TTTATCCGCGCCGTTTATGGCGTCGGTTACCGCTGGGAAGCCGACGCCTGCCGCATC<br>GTTGTCGGATCCAGTCTTCGTGAT  |
| BaeR myc R | BaeR          | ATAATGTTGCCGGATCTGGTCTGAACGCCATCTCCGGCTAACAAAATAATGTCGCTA<br>AAAAATTCCGGGGATCCGTCGACC  |
| BaeR KO F  | BaeR          | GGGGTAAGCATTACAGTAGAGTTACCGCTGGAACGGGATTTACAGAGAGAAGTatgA<br>CCGatccggggatccgtcgacc    |
| BaeR KO R  | BaeR          | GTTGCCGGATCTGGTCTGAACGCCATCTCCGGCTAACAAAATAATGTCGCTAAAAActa<br>AAgtgtaggctggagctgcttc  |
| KdpE myc F | KdpE          | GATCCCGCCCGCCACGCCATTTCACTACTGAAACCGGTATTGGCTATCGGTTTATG<br>CTTGTCGGATCCAGTCTTCGTGAT   |
| KdpE myc R | KdpE          | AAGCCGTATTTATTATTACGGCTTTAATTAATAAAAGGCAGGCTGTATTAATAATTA<br>TATAATTCCGGGGATCCGTCGACC  |
| KdpE KO F  | KdpE          | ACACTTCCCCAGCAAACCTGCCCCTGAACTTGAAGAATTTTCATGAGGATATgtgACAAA<br>CGatccggggatccgtcgacc  |
| KdpE KO R  | KdpE          | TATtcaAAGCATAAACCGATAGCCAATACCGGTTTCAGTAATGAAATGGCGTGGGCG<br>GGCgtgtaggctggagctgcttc   |
| CpxR myc F | CpxR          | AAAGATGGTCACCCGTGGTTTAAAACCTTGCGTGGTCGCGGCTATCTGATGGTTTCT<br>GCTGTCGGATCCAGTCTTCGTGAT  |
| CpxR myc R | CpxR          | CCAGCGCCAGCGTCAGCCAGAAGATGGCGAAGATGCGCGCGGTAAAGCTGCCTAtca<br>TGAAATTCCGGGGATCCGTCGACC  |
| CpxR KO F  | CpxR          | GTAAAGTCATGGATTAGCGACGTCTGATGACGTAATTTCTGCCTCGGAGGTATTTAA<br>ACAatccggggatccgtcgacc    |
| CpxR KO R  | CpxR          | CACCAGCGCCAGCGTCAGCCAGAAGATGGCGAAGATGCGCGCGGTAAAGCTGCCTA<br>tcaTgtgtaggctggagctgcttc   |
| PhoB F myc | PhoB          | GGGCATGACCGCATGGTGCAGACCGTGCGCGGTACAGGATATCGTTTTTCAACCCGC<br>TTTGTCGGATCCAGTCTTCGTGAT  |
| PhoB myc R | PhoB          | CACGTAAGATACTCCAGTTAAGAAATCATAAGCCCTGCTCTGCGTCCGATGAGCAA<br>GGCGAATTCCGGGGATCCGTCGACC  |
| PhoB KO F  | PhoB          | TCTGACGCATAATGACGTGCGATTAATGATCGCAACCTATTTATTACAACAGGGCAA<br>ATCattccggggatccgtcgacc   |
| PhoB KO R  | PhoB          | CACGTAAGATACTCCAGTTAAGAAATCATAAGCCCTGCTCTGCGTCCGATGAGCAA<br>GGCGgtgtaggctggagctgcttc   |
| ZraR F myc | ZraR          | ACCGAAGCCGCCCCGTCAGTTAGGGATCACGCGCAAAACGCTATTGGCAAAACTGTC<br>GCGTGTCGGATCCAGTCTTCGTGAT |
| ZraR myc R | ZraR          | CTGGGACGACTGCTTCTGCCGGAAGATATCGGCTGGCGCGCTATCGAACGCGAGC<br>AGAAAATTCCGGGGATCCGTCGACC   |
| ZraR KO F  | ZraR          | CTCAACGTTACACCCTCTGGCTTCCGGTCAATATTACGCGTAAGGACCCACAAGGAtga<br>CGatccggggatccgtcgacc   |
| ZraR KO R  | ZraR          | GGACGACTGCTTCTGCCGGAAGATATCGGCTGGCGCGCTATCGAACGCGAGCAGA<br>ACTAggtgtaggctggagctgcttc   |

How the deposited data were processed for this re-analysis (not part of the article)

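RNA was sequenced from 32 cultures of Escherichia coli K-12 MG1655 and its derivatives, 2 for each of 16 groups of strain and medium. The groups were taken from the sample labels and checked against the methods of the paper. The authors deposited 1 table of log2(TPM + 1) values for 3948 genes in these libraries. According to the methods, fragments were aligned with bowtie to the MG1655 chromosome (ASM584v2) and counted on genes with summarizeOverlaps with regard to strand. The authors tested differential expression with DESeq2. The software that turned counts into TPM is not given in the sources used here. The TPM of each library summed to 1000000 over the genes of the table, so TPM was scaled over these genes and a rise in some genes lowers the TPM of the others. Between 11.0 and 26.5% of the TPM of a library came from its 10 highest genes. The number of further columns with values of other samples was 0. Of the genes, 3889 matched a RefSeq locus tag, which gave their lengths and coordinates on the MG1655 chromosome, and 59 did not.

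TPM keeps no depth as such, but TPM multiplied by gene length moves in steps of 1 fragment. The step of each library was estimated from its 500 lowest nonzero genes, and fragment numbers were recovered by division. Within 0.05 of a step, 95.8 to 98.4% of these genes came out whole, where chance gives 10.0%. The libraries held 2597747 to 8590288 fragments with a median of 4875001, so that 1 fragment in a gene of 1 kb was worth 0.118 to 0.364 TPM. The recovered numbers were used for the depth, for the comparison of replicates with a chi-square statistic over genes with at least 50 fragments, and for an added alternative test, not for the main results. The share of low genes that came out whole was computed on the same genes from which the step was estimated.

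Every test across genes used limma 3.58.1 in R 4.3.3 on the deposited log2 values, with the mean of each of the 16 groups as a coefficient, empirical Bayes moderation with a trend on the mean, 16 residual degrees of freedom and 3.6 prior degrees of freedom on average. The p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison. No gene was filtered out. A call required an adjusted p under 0.05 and a log2 fold change over 1.5 in size, the thresholds of the paper. Of the 17 comparisons, 9 set a knockout against the wild type, 4 set a medium with a stimulus against 1 without it, and 4 set a knockout against another. The wild type on M9 was not analysed here. The difference of a knockout effect between media was an interaction contrast in the same fit, for the 8 kinase and regulator genes with all 4 groups. The activities of the iModulons, which depend on profiles of other studies, were replaced by the mean log2(TPM + 1) of the iModulon genes. The score for BaeR leaves out baeR and the score for CpxR leaves out cpxR, in every library. All other genes were kept, so phoB, zraR and kdpE in the scores for PhoB, ZraR and KdpE, and baeR in the score for CpxR, enter at 0 in the strain that lacks them and lower its score. The score for CpxR pools the genes of both iModulons that the paper links to CpxR. The effect of ethanol on 4 of these scores was tested by an exact 2-sided permutation of libraries within strains, adjusted over the 4 scores. Comparisons that share wild-type libraries were set beside 100 simulations with unchanged knockouts and 100 with independent effects, in which the knockout and wild-type libraries were drawn around the wild-type mean with the residual spread of each gene. Tables and simulations were handled in R and in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

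The genes named in the text follow a rule written before the data were examined, as were the groups, the tests and the alternatives apart from those said to be chosen later. The rule names the genes that the results text, the iModulon and direct-target columns of Table 2, Table 5 or the discussion name for a response regulator, and, of the called genes in which both knockout libraries lie beyond both wild-type libraries, the 3 highest and the 3 lowest log2 fold changes of each knockout comparison. Other genes of the published regulons are given as counts. Several of these highest and lowest genes are not described in the text. They include flu, yeeR and fiu for the phoB knockout on M9-P, and yhfG, gadE and garP for the zraR knockout with ZnCl2. For the zraR knockout on LB lldP, yhjX, malM, cadA, cadB and grcA are not described. The values in the paper's tables had been seen when the rule was written. Genes named outside the rule were chosen after their values were seen.

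The test was tried on simulated data with known changes in 200 of 3889 genes for each knockout comparison. It recovered between 94.5 and 100% of the changed genes with 0 wrong signs and between 0 and 28 false calls. The fewest were recovered for the kdpE knockout at 115 mM KCl, and the most false calls arose for the baeR knockout on ethanol. In these simulations TPM shifted the median of the unchanged genes by between -0.65 and -0.16. The interaction contrast, tried on the kdpE knockout and KCl, recovered 100% with 7 false calls.

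The alternatives were a pseudocount of 0.1 or 10, only genes with a mean of at least 10 TPM, quantile normalization, median centring, moderation without a trend or with a robust trend, the TREAT test against a log2 fold change of 1, a limit of 1 on the log2 fold change, the replicate number as a block, only the 4 libraries of a comparison, and each library left out in turn. A group left with 1 library is then assumed to vary like the other groups. Limma-voom on the recovered fragments of 3889 genes, with median-of-ratios size factors, and the thinning of all libraries to the depth of the shallowest were chosen after seeing the data. Binding data, growth data and the expression profiles of other studies were not used here.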

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

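The tests of a state shared with the zinc libraries and of loss of ZraR in both media were planned before their results were seen, the thinning to equal depth was added once the number of calls was known, and the tests of mislabelling, of pseudocount and scaling, of cpxA in the wild type, of lysA, of the wild-type LB cultures and of zinc were chosen only after the result was seen.

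The effect of each knockout on the kinase and regulator genes differed between the medium with the stimulus and the medium without it. The interaction contrast in limma was -3.62 for baeS, -1.78 for cpxA, -6.28 for kdpD and -3.02 for zraS. For the deleted genes it was -1.22 for baeR, 0.54 for cpxR, -5.44 for kdpE and -2.21 for zraR, which by construction is the wild type's own change, since these genes are listed at 0 in both media of the knockout. The pseudocount is excluded as the whole source of the kinase differences, because with a pseudocount of 10 the smallest of them in size was still -1.03. Scaling between libraries is excluded likewise, with -1.53 as the smallest under quantile normalization and median centring. In the wild type the stimulus raised baeS (log2 fold change 1.88), kdpD (6.72) and zraS (2.89). For cpxA such a rise is excluded as the source, because cpxA fell in the wild type on ethanol, from 163 ± 0.51 to 131 ± 0.58 TPM (log2 fold change -0.32, adjusted p = 0.0221, limma, and between -0.37 and -0.18 over the alternatives), and its interaction came from the fall in the knockout, from 32.4 ± 1.46 to 6.97 ± 2.38 TPM. What stays open is an induction by the stimulus for baeS, kdpD and zraS, which the design includes, along with any other effect of the changed medium on the 4 operons.

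In the zraR knockout on LB, 1017 genes were called against the wild type on LB, a result that the text of the paper does not discuss. The corresponding numbers were 279 for baeR and 252 for cpxR on LB, and 114 for zraR with ZnCl2. Libraries that came from the zinc culture are excluded by zntA, which was lower by 5.05 on the log2 scale in the zraR knockout on LB than with ZnCl2 (difference -5.05). Depth is excluded as well, since with all libraries thinned to the depth of the shallowest, 2597779 fragments once each gene is rounded to whole fragments, 1021 genes were called, 968 of them among the 1000 called at own depth on the same 3889 genes. Loss of ZraR acting in both media would need the same changes with ZnCl2, but over the genes called on LB the knockout effects in these media correlated at r = -0.24, with 44 genes called the same way in both and 65 the opposite way.

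A state shared with the zinc libraries has the values it needs. Across genes, the difference between the zraR and baeR knockouts on LB followed the difference between the wild type with ZnCl2 and on LB at r = 0.78 with no library shared, and genes are not independent replicates. With the cpxR knockout in place of the baeR knockout r was also 0.78, and against the change of the wild type on ethanol it was 0.35. The root mean square log2 difference of the zraR knockout on LB was 1.02 to the wild type with ZnCl2 and 1.18 to the zraR knockout with ZnCl2, against 1.90 to the wild type, 2.00 to the baeR knockout and 2.01 to the cpxR knockout on LB. A candidate explanation is that the LB cultures of the zraR knockout were grown or prepared with the zinc experiment, in another state than the other LB cultures. The labels give no batch or date, so a batch and an effect of ZraR specific to LB were not separated.

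The gene lysA (b2838, 2977637 to 2978899), which the paper does not discuss, had a log2 fold change of 5.61 on ethanol and 7.40 on LB in the baeR knockout, and of 7.82 on LB in the cpxR knockout. On LB it stood at 3.96 ± 0.10 TPM in the wild type, 838 ± 11.3 TPM in the baeR knockout and 1123 ± 70.6 TPM in the cpxR knockout. Loss of CpxR acting in both media is excluded by ethanol, where lysA was lower in the cpxR knockout than in the wild type by 2.70 (log2 fold change -2.70). For the baeR knockout the value of 5.61 on ethanol decides nothing, because loss of BaeR and another difference of that strain or its culture cannot be told apart with 1 strain per knockout.

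The gene cusC (b0572, 595600 to 596973), which the text of the paper names only in the published regulon of PhoB and Data Set S3 lists among the genes called in these comparisons, was lower than in the wild type on LB in all 3 knockouts grown there, with log2 fold changes of -6.81 for baeR, -6.94 for cpxR and -7.59 for zraR. The wild type stood at 269 ± 2.58 TPM and the knockouts at 1.41 ± 0.23, 1.31 ± 0.99 and 0.41 ± 0.19 TPM. Knockouts of 3 separate regulators with the same change may reflect a state of the wild-type LB cultures. Of the 208 genes called alike in the baeR and cpxR knockouts on LB, 96 were also called the same way in the zraR knockout and 39 the opposite way. Simulated effects independent in all 3 knockouts gave 10 at most. Because they also removed the overlap of baeR and cpxR, they do not measure an excess for zraR. No test of cusC alone was made, and no library of the wild type on LB from another culture was used here.

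The gene zinT (b1973, 2041375 to 2042025) had a log2 fold change of -10.12 in the kdpE knockout at 0.1 mM KCl, from 29771 ± 745 TPM in the wild type to 25.8 ± 3.24 TPM. Other zinc genes were lower too, with log2 fold changes of -5.60 for znuA, -3.51 for znuC, -3.07 for znuB and -9.85 for ykgM. More zinc in the culture of the knockout may be the cause, because the zinc efflux gene zntA was higher there than in the highest of the other 3 groups of this medium by 0.87. At 115 mM KCl zinT did not differ between the strains, at 31690 ± 1551 TPM in the knockout and 28502 ± 816 TPM in the wild type (log2 fold change 0.15, adjusted p = 0.937, limma). An effect of KdpE limited to low potassium was not excluded, and no zinc measurement was used here.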

How the results depend on the processing

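Limma-voom on the recovered fragments was chosen after seeing the data, and the tests under the other alternatives were fixed beforehand. The cause was not tested for any change listed here, unless the construction of the alternative is named.

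Over the alternatives, 236 values of the 17 counts of called genes stayed within 1.5 times the count reported and 36 did not. For the 155 gene values, 2387 alternatives kept the direction and the side of the limit, 31 brought a gene past the limit, 34 took it below and 21 reversed its sign.

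A lower limit calls more genes by construction. With a limit of 1 the counts against the wild type were 1044 (baeR) and 808 (cpxR) on ethanol, 653 (baeR), 608 (cpxR) and 1643 (zraR) on LB, 385 and 39 (kdpE) at 0.1 and 115 mM KCl, 203 (phoB) on M9-P and 282 (zraR) with ZnCl2. In the wild type they were 1457 for ethanol, 663 for 0.1 mM KCl and 1468 for ZnCl2, and in the phoB knockout 1802 for M9-P. Between knockouts they were 412 for baeR and cpxR on ethanol, 46 on LB, 1914 for zraR and baeR and 1902 for zraR and cpxR on LB. The overlap of the baeR and cpxR knockouts on ethanol became 511.

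A pseudocount of 10 shrinks the change of low genes by construction. It gave 188 (baeR) and 204 (cpxR) genes on ethanol, 173 and 158 on LB, 128 and 3 (kdpE) at 0.1 and 115 mM KCl, 48 (zraR) with ZnCl2, 529 for ethanol in the wild type, 635 for M9-P in the phoB knockout, and 73 on ethanol and 11 on LB between the baeR and cpxR knockouts. Their overlap was 109 and their correlation 0.78. The medians of the motility genes were -2.85 (phoB) and -2.13 (zraR). A pseudocount of 0.1 gave 289 genes on ethanol and 29 on LB between the baeR and cpxR knockouts, and a correlation of 0.65.

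Quantile normalization gave 256 genes for the baeR knockout on ethanol. Between M9-P and M9 in the phoB knockout, 241 genes were called higher and 832 lower, a split that scaling moved to 387 and 349 with quantile normalization and to 451 and 324 with median centring, while the median of all genes moved from -0.65 to -0.14 and 0.00. The count of the kdpE knockout at 115 mM KCl was the least stable, with 6 genes among those with a mean of at least 10 TPM, 2 in the TREAT test and 21 in limma-voom. With each library left out it lay between 13 and 25, the highest without replicate 1 of the knockout. Between the baeR and cpxR knockouts on LB the range was 21 to 28, the highest without replicate 1 of the cpxR knockout. Their correlation on ethanol was 0.67 or 0.65 with separate wild-type libraries, and 0.67 to 0.73 with each library left out, the lowest without replicate 1 of the baeR knockout. In limma-voom the stimulus dependence of baeR (-0.60) and cpxR (1.20) was no longer past the threshold.

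Of the genes whose sign reversed, fliC between M9-P and M9 in the phoB knockout had the largest difference, -0.62 (adjusted p = 1.6e-09, limma), close to the median of all genes in that comparison, -0.65, and the others lay between -0.21 and 0.10. For mdtA in the baeR knockout on LB the values were 0.03 with median centring, 0.07 with limma-voom and -0.19 to 0.02 with each library left out, positive without replicate 1 of the wild type. For spy in the same comparison they were 0.04 with quantile normalization and with median centring, 0.12 with limma-voom and -0.26 to 0.11 with each library left out, positive without replicate 2 of the wild type (0.11) and without replicate 1 of the knockout (0.03). For zraS in the zraR knockout on LB limma-voom gave -0.03 and leaving out libraries gave -0.10 to 0.30, negative without replicate 2 of the wild type. In the cpxR knockout on ethanol yjfN became 0.10 with limma-voom, and ompC 0.12 with median centring and 0.25 with limma-voom. In the phoB knockout on M9-P sbcC became 0.08 with quantile normalization, 0.04 with median centring and 0.03 with limma-voom. For fliC between M9-P and M9 in that knockout the values were 0.09, 0.03 and 0.08 in the same order. For zntA in the zraR knockout with ZnCl2 they were -0.13 with median centring and -0.12 with limma-voom.

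The scores of iModulon genes moved with the scale. Over the 3 strains the mean difference between ethanol and LB was 2.10 for PhoB, 1.45 for ZraR and -0.12 for CpxR. In the wild type alone it was 2.66 for PhoB, and it was reversed to -1.89 for ZraR and to 0.06 for CpxR. Over the 3 strains CpxR was also reversed, to 0.07 with a pseudocount of 10, 0.11 with quantile normalization and 0.15 with median centring. For the wild type on M9-P against the mean of the 7 groups without a stimulus, some of them knockouts with a deleted gene of the score at 0, the values with pseudocounts of 0.1 and 10, quantile normalization and median centring were 4.43, 3.81, 4.41 and 4.53 for PhoB, 4.57, 3.11, 4.26 and 4.37 for ZraR, 2.46, 2.01, 2.45 and 2.60 for CpxR and 4.01, 2.65, 3.82 and 3.87 for KdpE. For BaeR they were 7.73 and 7.24 with these pseudocounts and 7.90 with median centring. Weighting by Data Set S1 gave 8.13 for BaeR, 2.72 for CpxR and 4.49 for KdpE. Between M9-P and M9 in the phoB knockout a pseudocount of 10 gave 3.46 for ZraR, 7.84 for BaeR, 1.33 for CpxR and 2.91 for KdpE, and a pseudocount of 0.1 gave 3.97 for KdpE. Quantile normalization gave 5.01 for ZraR, 1.78 for CpxR and 4.24 for KdpE, and reversed PhoB to 0.48. Median centring gave 5.21 for ZraR, 8.97 for BaeR, 2.09 for CpxR and 4.39 for KdpE, and reversed PhoB to 0.52. With weights the values were 8.93 for BaeR, 1.81 for CpxR and 4.62 for KdpE. Weighted scores were made for BaeR, CpxR and KdpE only. Under the settings run for each score, no difference for M9-P apart from PhoB changed sign.

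Replicate numbers did not pair the samples. Over 120 pairs of groups the deviations of same-numbered libraries correlated at a median of 0.00, between -0.10 and 0.17, with 4 pairs over 0.1. With the replicate block the counts against the wild type were 386 and 359 on ethanol, 279, 252 and 1017 on LB, 196 and 12 at 0.1 and 115 mM KCl, 100 on M9-P and 114 with ZnCl2, and no result changed its side of the threshold.

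Depth limits what can be said of low genes. At 0.118 to 0.364 TPM for 1 fragment in a gene of 1 kb, values under 1 TPM rest on few fragments, and 779 genes had a mean under 10 TPM.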

Differences from the paper's values

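Limma-voom on the recovered fragments was chosen after seeing the values, and all other settings named here were set before the data were examined. A log2 fold change is given as different when its sign differs from the paper's or the gap is larger than the replicate SD, the square root of the summed variances of both groups of libraries as deposited. This SD comes from 2 libraries per group and can be smaller than the standard error from limma, which pools the spread over all groups.

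For baeS in the baeR knockout on ethanol the paper's log2 fold change is -4.62 and the value here is -4.12, with a replicate SD of 0.50, which the gap exceeds by less than the rounding, and a standard error of 0.23. Without replicate 1 of the wild type it was -4.31 and without replicate 1 of the knockout -4.42, both within the replicate SD, and under the remaining settings fixed beforehand it stayed outside. For cpxA in the cpxR knockout on LB the paper's value is -2.20 and the value here -2.30, a gap outside the replicate SD of 0.06 and inside the standard error of 0.12. Quantile normalization gave -2.25, median centring -2.15 and leaving out replicate 2 of the knockout -2.25, all within the replicate SD, and under the remaining settings fixed beforehand the value lay outside it. For kdpD in the kdpE knockout at 0.1 mM KCl the paper's value is -6.78 and the value here -6.54, with a replicate SD of 0.08 and a standard error of 0.09. Of the settings fixed beforehand only median centring, with -6.77, came within the replicate SD.

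For phoR in the phoB knockout on M9-P the paper's value is -3.16 and the value here -3.30, a gap outside the replicate SD of 0.06 and inside the standard error of 0.15. No setting fixed beforehand came within the replicate SD, although median centring, with -3.10, came close to it. For zraS in the zraR knockout the paper's values are -3.18 with ZnCl2 and -0.02 on LB, and the values here -2.92 and 0.10, both with a standard error of 0.15 and with replicate SDs of 0.07 and 0.30. The gap on LB is inside both errors, and the value is given for its sign. With ZnCl2, quantile normalization gave -3.15 and median centring -3.14, and on LB only leaving out replicate 2 of the wild type, with -0.10, had the paper's sign. Under the remaining settings fixed beforehand both differed.

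Of the paper's called genes, the number higher in the baeR knockout on ethanol is 188 and the number here 84. Quantile normalization gave 144, median centring 158 and a limit of 1 also 158, and under the remaining settings fixed beforehand the numbers differed. In the kdpE knockout at 115 mM KCl the paper has 5 genes higher, against 2 here. Median centring gave 4, a limit of 1 gave 6, leaving out either wild-type library gave 4 and leaving out replicate 1 of the knockout gave 6, and under the remaining settings fixed beforehand the number differed. In the phoB knockout on M9-P the paper has 28 genes higher, against 13 here. A pseudocount of 0.1 gave 19, quantile normalization 20 and median centring 22, and under the remaining settings fixed beforehand the number differed. In the zraR knockout with ZnCl2 the paper has 32 genes higher, against 57 here, and no setting fixed beforehand came within 1.5 times the paper's number.

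Limma-voom on the recovered fragments, chosen after seeing the values, gave -4.54 for baeS, -2.19 for cpxA, -6.78 for kdpD, -3.15 for phoR, -3.17 and -0.03 for zraS, and 192, 5, 35 and 36 genes higher in the same order of comparisons, and of the genes in the paper's tables of called genes that enter this fit it does not call 14 of 321 for baeR and 7 of 354 for cpxR on ethanol, 9 of 274 for cpxR and 14 of 1056 for zraR on LB, 0 of 192 and 1 of 8 for kdpE at 0.1 and 115 mM KCl, 3 of 112 for phoB on M9-P and 0 of 96 for zraR with ZnCl2.

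The paper counts tnaA, fimI, uxaA, phnD and phnN as differentially expressed, and none of them was called here, with log2 fold changes of 0.90, 1.20, -1.39, -0.93 and 1.05. A limit of 1 called fimI and uxaA. The gene uxaA was also called with quantile normalization (-1.55), with median centring (-1.63), in the TREAT test, and without replicate 1 of the wild type (-1.61) or of the knockout (-1.57) at 0.1 mM KCl, and phnD with a pseudocount of 0.1 (-1.91). Limma-voom, chosen after seeing the values, called tnaA (1.51), fimI (1.53), uxaA (-1.65), phnD (-1.79) and phnN (1.73), and does not call 14 of the 321 genes for baeR, 7 of the 354 for cpxR, 0 of the 192 for kdpE at 0.1 mM KCl and 3 of the 112 for phoB in the paper's tables. Over the paper's lists of direct and indirect targets, 214 of the 327 genes in the table for BaeR were called here, 286 of 359 for CpxR, 169 of 197 for KdpE, 93 of 112 for PhoB and 83 of 97 for ZraR. In the paper's tables of called genes, all 323, 358, 197, 112 and 97 genes that are in the deposited table had the same sign here. In the paper's table of regulon genes, without the deleted genes, the sign was the same for 7 of 7 genes in the baeR knockout on ethanol and 5 of 7 on LB, for 52 of 63 in the cpxR knockout on ethanol and 61 of 63 on LB, for 3 of 3 in the kdpE knockout in both media, for 49 of 54 in the phoB knockout on M9-P, and for 2 of 2 in the zraR knockout with ZnCl2 and 1 of 2 on LB.

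The paper describes the activities of BaeR and CpxR as high in the wild type on ethanol. Here the score of the BaeR iModulon genes rose by 4.59 between LB and ethanol in the wild type, while that of the CpxR genes differed by 0.06, within the spread of the libraries. The paper links the iModulons CpxR and CpxR-KO to this regulator, and the score pools the genes of both. The mean weights the 15 CpxR genes alike, of which 9 were higher and 6 lower on ethanol. Among the higher was cpxP, with a log2 fold change of 1.81 (adjusted p = 3.6e-10, limma). The paper's activities were computed with profiles of other studies and on another scale.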

Other observations

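The test of TPM composition was planned before its result was seen. Separate wild-type libraries on ethanol were also planned, as an alternative for the overlap and correlation. Their use as a test of shared wild-type libraries was chosen after results were seen. The tests of a state of the wild-type LB cultures, of motility, of PhoB on M9-P and of pH were likewise chosen afterwards.

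The knockouts of baeR and cpxR shared more called genes than chance values of their shared wild-type libraries account for. With a separate wild-type library for each knockout, 183 or 175 genes were called alike on ethanol, against 185 with shared libraries, and 191 or 196 on LB, against 208, which excludes these chance values as the main source of the overlap. The correlation across genes is less telling, because unchanged knockouts and a shared wild type, drawn in 100 simulations, gave r = 0.50 on average in both media and at most 0.61 on ethanol and 0.55 on LB, against 0.72 and 0.90 as measured. With separate libraries r was 0.67 or 0.65 on ethanol and 0.81 in both arrangements on LB. Replicate libraries of one strain can share a state of their cultures, which this test leaves open. Of the 208 genes on LB, where neither system was stimulated, 96 were also called the same way in the zraR knockout, which has baeR and cpxR. Simulated effects of the same sizes, independent in every knockout, gave 3.6 on average and 10 at most. Because they also removed the overlap of baeR and cpxR, they do not show how many of the 208 genes an unrelated zraR effect would share. Another 73 were not called in the zraR knockout, and 39 were called the opposite way. A state of the wild-type LB cultures that the knockout cultures did not share is a candidate explanation for these 96 genes. For the other genes the comparison with the zraR knockout decides nothing, because its LB cultures may themselves have been in another state. On LB the baeR and cpxR knockouts differed from each other in 18 genes. Of the genes called alike on ethanol 26 were also called alike on LB, and whether the overlap on ethanol has the same source stays open.

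In the baeR knockout on ethanol 911 genes had a higher TPM than in the wild type and 3013 a lower one. Because TPM adds to a fixed total, a few genes with a larger part of it lower all others. The genes called higher held 9.1% of the TPM in the knockout and 1.6% in the wild type, which lowers the others by 0.11 on the log2 scale (log2 ratio -0.11), and the 10 genes that gained most held 23.5 and 11.6%, a log2 ratio of -0.21. The median over all genes was -0.51. What the other genes with a higher TPM took was not tested, since the sum over all that gained is fixed by the total, so composition and another source of the shift cannot be told apart. No biological explanation was tested.

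The 35 motility genes on the paper's list for PhoB were lower than in the wild type in most knockouts. Their median log2 fold change was -5.10 in the phoB knockout on M9-P, and in 6 of the 8 comparisons of other knockouts it was under -0.5, a limit set with the values seen. It was -3.17 (baeR), -3.33 (cpxR) and -3.17 (zraR) on LB, -0.93 (baeR) and -0.99 (cpxR) on ethanol and -3.14 (zraR) with ZnCl2. The exceptions were -0.03 and -0.21 in the kdpE knockout at 0.1 and 115 mM KCl, where the wild type was already low, with median log2(TPM + 1) values of 1.93 and 1.85 against 7.07 on LB and 6.36 on M9-P. No sign of these medians changed with median centring or quantile normalization, but the median of the baeR knockout on ethanol became -0.44 and -0.39 and so lay above the limit. Phosphate starvation of a strain without PhoB is excluded as the main source, since the median between M9-P and M9 in the phoB knockout was -0.62. An effect of PhoB and a difference between the wild-type and knockout strains or cultures that does not depend on PhoB cannot be told apart, because the wild type on M9 was not analysed here and each knockout is 1 strain. The same holds for ZraR, whose list shares 31 of these genes.

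On M9-P the scores of iModulon genes were high for ZraR, BaeR, CpxR and KdpE, also in the phoB knockout. The smallest of the 4 differences between M9-P and M9 in that knockout was 1.44, for CpxR, which excludes a need for PhoB in these rises. For kdpABC the same follows from kdpA, which was no lower in the phoB knockout than in the wild type on M9-P (log2 fold change 0.28, adjusted p = 0.376, limma), and from kdpB and kdpC, which were higher there (0.65 and 1.05, adjusted p = 6.1e-04 and 0.00251, limma). The gene spy rose from 24.7 ± 5.96 TPM on M9 to 38648 ± 955 TPM on M9-P in the phoB knockout. A fall in pH in a medium without phosphate buffer may contribute, since asr (b1597), from general knowledge an acid-inducible gene, rose by 12.08 on the log2 scale between M9 and M9-P, from 3.64 ± 1.50 to 19482 ± 93.4 TPM. The paper lists asr in the published regulon of PhoB, which this strain lacks. The rise of asr is not specific to M9-P, since in the wild type it also rose on ethanol, from 11.0 ± 1.03 to 3062 ± 52.7 TPM (log2 fold change 8.00, adjusted p = 2.3e-15, limma). According to the methods, the phosphate salts left out of M9-P include the potassium salt. No pH or potassium level of M9-P is given in the sources used here. Phosphate starvation, any loss of potassium, the washing steps and pH cannot be told apart.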
